# A serine sensor for multicellularity in a bacterium

**DOI:** 10.7554/eLife.01501

**Published:** 2013-12-17

**Authors:** Arvind R Subramaniam, Aaron DeLoughery, Niels Bradshaw, Yun Chen, Erin O’Shea, Richard Losick, Yunrong Chai

**Keywords:** codon usage, ribosome pausing, starvation, biofilm, *B. subtilis*

## Abstract

We report the discovery of a simple environmental sensing mechanism for biofilm formation in the bacterium *Bacillus subtilis* that operates without the involvement of a dedicated RNA or protein. Certain serine codons, the four TCN codons, in the gene for the biofilm repressor SinR caused a lowering of SinR levels under biofilm-inducing conditions. Synonymous substitutions of these TCN codons with AGC or AGT impaired biofilm formation and gene expression. Conversely, switching AGC or AGT to TCN codons upregulated biofilm formation. Genome-wide ribosome profiling showed that ribosome density was higher at UCN codons than at AGC or AGU during biofilm formation. Serine starvation recapitulated the effect of biofilm-inducing conditions on ribosome occupancy and SinR production. As serine is one of the first amino acids to be exhausted at the end of exponential phase growth, reduced translation speed at serine codons may be exploited by other microbes in adapting to stationary phase.

**DOI:** http://dx.doi.org/10.7554/eLife.01501.001

## eLife digest

Bacteria use several different mechanisms to recognize and respond to changes in their environment. Protein sensors, for example, relay signals from the cell surface to target molecules within the cell. Additionally, RNA sensors can respond to internal levels of chemicals by regulating the expression of genes. Now, Subramaniam et al. have discovered a sensing mechanism in bacteria that does not rely on either protein sensors or RNA sensors.

Bacteria normally live as free swimming cells in water. But sometimes, in response to certain environmental conditions, they form a multicellular community called a biofilm. In this biofilm, bacteria encase themselves with layers of carbohydrates and proteins, which then protect the bacteria from adverse chemicals such as antibiotics.

A protein known as SinR plays a key role during biofilm formation in the model bacterium *Bacillus subtilis*. SinR normally prevents the formation of the carbohydrates and proteins that make up the biofilm. Upon the decision to form a biofilm, *B. subtilis* counters the effect of SinR by producing an anti-SinR protein called SinI.

Now Subramaniam et al. have found that as well as producing the SinI protein, *B. subtilis* use an additional mechanism to promote biofilm formation. This mechanism relies on codons, the elements within genes that correspond to specific amino acids. Six different codons correspond to the amino acid serine, and the gene for the SinR protein contains above average numbers of four of them. These four codons are highly sensitive to serine levels, and they decrease the levels of the SinR protein when there is less serine in the environment, as happens to be the case in biofilms. And since SinR prevents the production of the carbohydrates and proteins that make up the biofilms, a decrease in the levels of SinR leads to an increase in the production of biofilms.

Since the serine codons at the heart of the sensing mechanism discovered by Subramaniam et al. are present in all forms of life, from viruses to humans, it is possible that similar sensing mechanisms might be found in contexts other than bacterial biofilms, such as in viral infection and cancer.

**DOI:** http://dx.doi.org/10.7554/eLife.01501.002

## Introduction

Bacteria constantly monitor their environment and internal physiological state so that they can adapt to changing conditions. A wide variety of sensing mechanisms are deployed for this purpose, including dedicated protein sensors, such as histidine kinases, which mediate changes in gene expression by controlling the phosphorylation of cognate response regulators in response to environmental cues (West and Stock, 2001). Bacteria also sense changes in their environment and physiology by means of dedicated RNAs, such as the highly structured, leader RNA for the tryptophan operon, which controls the transcription of downstream genes in the operon by a mechanism involving ribosome stalling at tryptophan codons (Henkin and Yanofsky, 2002). Here we report the discovery of an unusually simple mechanism of environmental sensing involved in the process of biofilm formation by the bacterium *B. subtilis* that does not require a dedicated RNA or protein.

Biofilm formation involves a switch from planktonic growth as individual cells to the formation of complex, multicellular communities in response to environmental cues (Kolter and Greenberg, 2006). In *B. subtilis*, these communities are embedded in a self-produced matrix consisting of polysaccharide and an amyloid-like protein, which are specified by the *epsA-O* and the *tapA-sipW-tasA* operons, respectively (Branda et al., 2001; Kearns et al., 2005). The transition to multicellularity is governed in part by four histidine kinases (KinA, KinB, KinC and KinD) that control the phosphorylation of the response regulator, Spo0A, a master regulator of post-exponential phase gene expression (Figure 1A) (Jiang et al., 2000; Vlamakis et al., 2013). Recent studies suggest that KinA and KinB respond to impaired respiration (Kolodkin-Gal et al., 2013), whereas KinC responds to membrane perturbations and KinD to unknown chemical signals (López et al., 2009; Shemesh et al., 2010; Chen et al., 2012; Beauregard et al., 2013). Once phosphorylated, Spo0A turns on *sinI*, a gene encoding a small protein antagonist of the biofilm-specific regulatory protein SinR (Molle et al., 2003; Kearns et al., 2005). SinR, which is produced constitutively, is a repressor of the matrix operons, *epsA-O* and the *tapA-sipW-tasA*, as well as other biofilm-related genes (Kearns et al., 2005; Chu et al., 2006; Chai et al., 2009). SinR is also a repressor of the gene for SlrR (Chu et al., 2008), which together with SinR sets up a self-reinforcing, double-negative feedback loop for matrix gene expression (Figure 1A) (Chai et al., 2010; Norman et al., 2013). A special feature of SinR of relevance to this investigation is that the expression of matrix genes is hypersensitive to small perturbations in the level of the protein (Chai et al., 2011). This hypersensitivity is attributed to molecular titration of SinR by SinI and cooperativity among SinR molecules bound to tandem target sequences at regulatory sites for the matrix operons (Chai et al., 2011; Chai et al., 2008).

**Figure 1.**
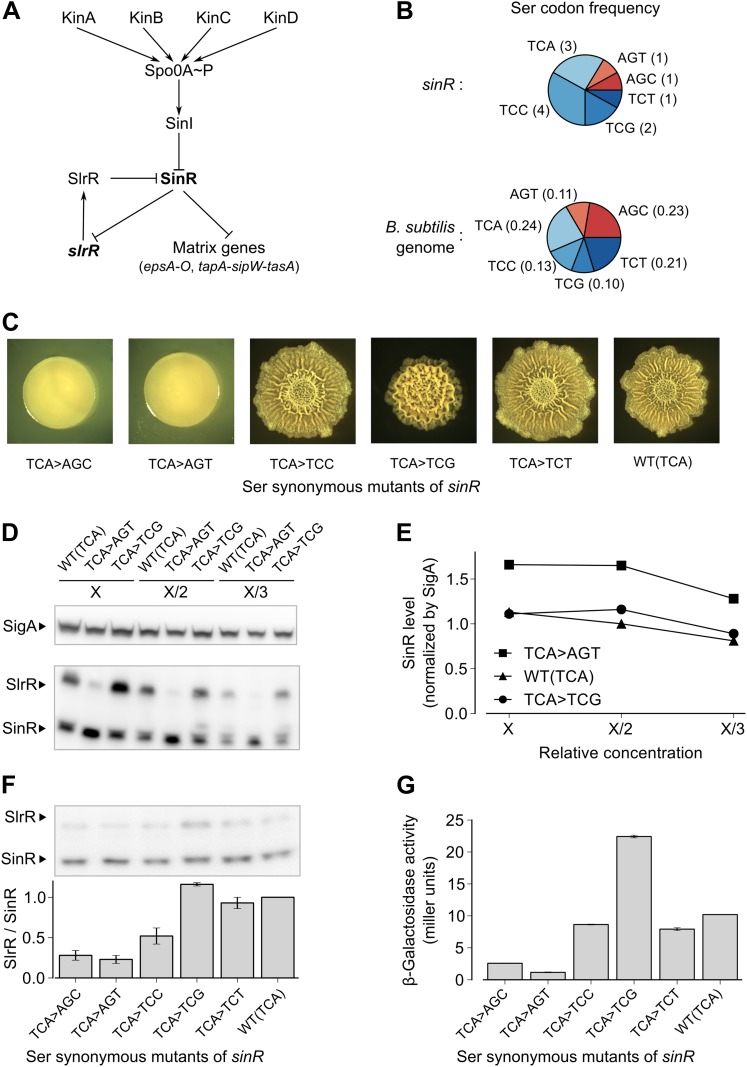
Switching synonymous serine codons in *sinR* affects biofilm formation. (**A**) Regulatory circuit controlling biofilm formation in *B. subtilis*. (**B**) Top: Serine codon usage in the *sinR* coding sequence. Number within parenthesis indicates the frequency of the corresponding codon in *sinR*. Bottom: Average serine codon usage across 4153 protein-coding sequences in the *B. subtilis* genome. Number within parenthesis indicates the relative frequency of each codon in the genome. (**C**) Colony morphology for the wild-type strain and the indicated *sinR* synonymous variants grown on solid biofilm-inducing medium. Three TCA codons in the wild-type sequence of *sinR* were switched to each of the other five serine codons. The wild-type (WT) *sinR* sequence was replaced by the *sinR* synonymous mutant at the native *sinR* locus of the strain 3610. (**D**) SinR protein level during entry into biofilm formation (OD_600_ = 2) measured using an anti-SinR antibody that also cross-reacts with SlrR, a protein that is 85% identical to SinR. Western blot against the RNA polymerase subunit SigA was used as the loading control. Whole cell lysates were loaded at different dilutions (indicated as X, X/2, and X/3). (**E**) Densitometry of SinR bands in (**D**) after normalization by SigA. (**F**) Top panel: Western blot against SinR and SlrR using anti-SinR antibody. Bottom panel: Densitometry ratio of the SlrR and SinR bands in the top panel. Error bars represent standard error over three replicate Western blots. The SlrR/SinR ratio for each blot was normalized such that the wild-type strain had a ratio of 1. (**G**) Matrix gene expression monitored using a P_*epsA*_–*lacZ* transcriptional reporter inserted at the chromosomal *amyE* locus. *β*-galactosidase activity was measured at OD_600_ = 2 in liquid biofilm-inducing medium. Error bars represent standard error of three measurements. **DOI:** http://dx.doi.org/10.7554/eLife.01501.003

**Figure 1—figure supplement 1.**
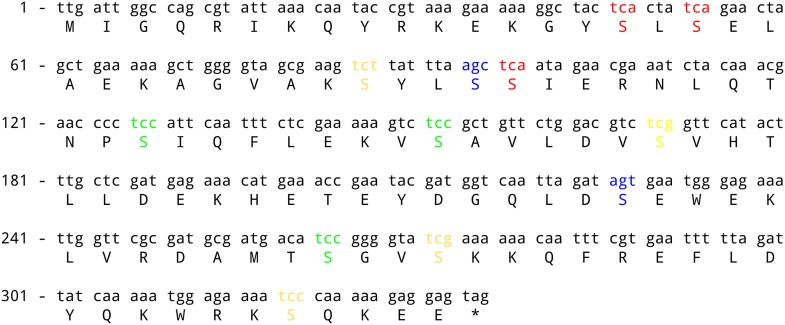
*sinR* coding sequence. The three TCA codons (switched in Figure 1) are highlighted in red. The three TCC codons and the two AGC/AGT codons (switched in Figure 1—figure supplement 2) are highlighted in green and blue respectively. The remaining serine codons are shown in yellow. **DOI:** http://dx.doi.org/10.7554/eLife.01501.004

**Figure 1—figure supplement 2.**
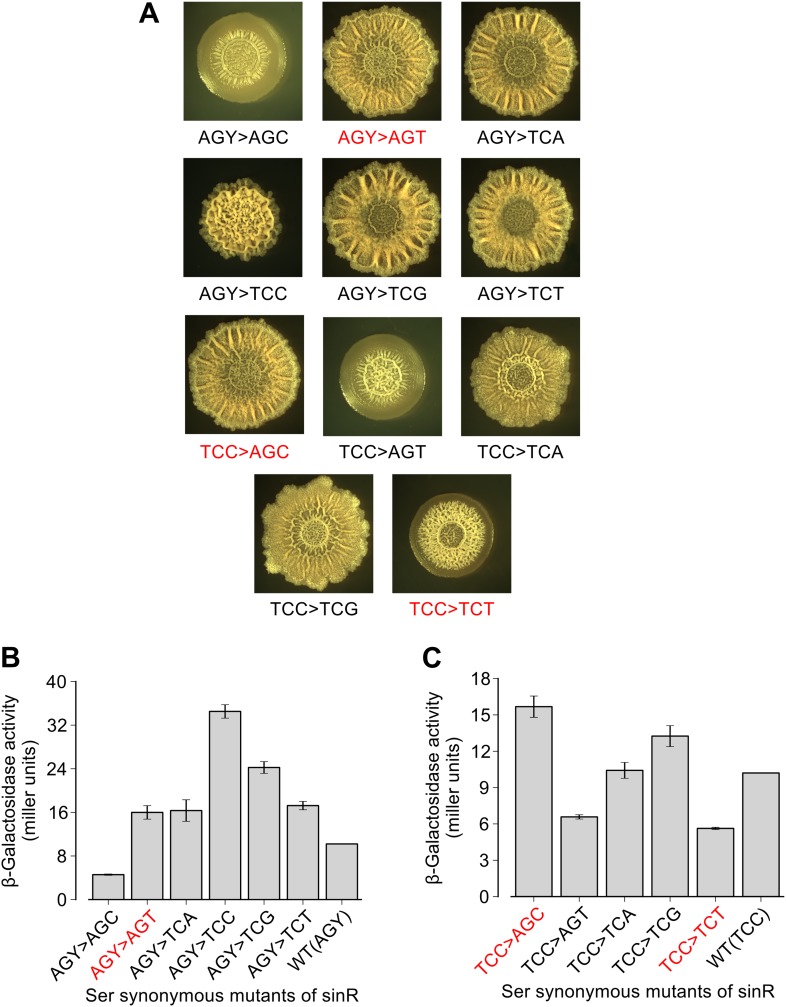
Effect of TCC and AGC/AGT synonymous substitutions in the *sinR* gene on colony morphology and biofilm reporter activity. (**A**) Colony morphology for the indicated *sinR* synonymous variants grown on solid biofilm-inducing medium. Either three TCC codons or two AGC/AGT (AGY) codons in the wild-type sequence of *sinR* were switched to remaining serine synonymous codons. The wild-type (WT) *sinR* sequence was replaced by the *sinR* synonymous variant at the native *sinR* locus of the strain 3610. Colony morphology of the wild-type strain is shown in Figure 1. (**B** and **C**) Matrix gene expression monitored using a P_*epsA*_–*lacZ* transcriptional reporter inserted at the chromosomal *amyE* locus. Strains were grown in liquid biofilm-inducing medium and *β*-galactosidase activity was measured at an OD_600_ = 2. Error bars represent standard error of three measurements. The synonymous variants highlighted in red do not follow the hierarchy between TCN and AGC/AGT codons seen for the six TCA synonymous variants in Figure 1. **DOI:** http://dx.doi.org/10.7554/eLife.01501.005

In the current study, we present evidence for the existence of a novel cellular sensing mechanism controlling biofilm formation. Rather than relying on regulation by a dedicated RNA or protein, the translation speed of ribosomes decreases at certain serine codons, resulting in lower SinR levels, which as a consequence, contributes to derepression of SinR-controlled genes. We propose that specific serine codons in the *sinR* mRNA act as a simple sensor for monitoring, and triggering a response to, serine depletion under biofilm-inducing conditions.

## Results

### Switching synonymous serine codons in *sinR* affects biofilm formation

In a genetic screen to identify suppressor mutations that rescued the biofilm-defective phenotype of a *B. subtilis* mutant (‘Materials and methods’), we unexpectedly recovered a variant that contained a ‘silent’ mutation that resulted in a switch from one serine codon to a synonymous codon in *sinR*. This observation prompted us to ask whether switching other serine codons might also influence biofilm formation. Serine is specified by six codons: AGC, AGT, TCA, TCC, TCG and TCT (where T is U in the mRNA). We noticed that the *sinR* coding sequence has a slightly higher frequency of the four TCN serine codons as compared to the average frequency of TCN codons in the *B. subtilis* genome (Figure 1B, p=0.22, N = 12). To test whether this bias towards TCN codons has an effect on biofilm formation, we systematically replaced the three TCA codons in *sinR* (Figure 1—figure supplement 1) with each of the other five serine codons. Replacing the TCA codons with AGT or AGC resulted in flat, featureless colonies on solid biofilm-inducing medium, indicating severely impaired biofilm formation (Figure 1C). In contrast, replacing the TCA codons with either TCC or TCT had little or no effect on colony morphology whereas switching to TCG increased the wrinkled appearance of the colonies (Figure 1C), which is indicative of robust biofilm formation.

Next, we asked whether switching serine codons was altering the level of SinR protein in liquid biofilm-inducing medium. Immunoblot analysis with anti-SinR antibodies revealed slightly yet consistently higher SinR levels in the strain with the AGT variant of *sinR* when compared to either the wild-type strain with three TCA codons or the TCG variant of *sinR* (Figure 1D,E).

SinR is highly similar (85% identity) to SlrR, which also plays a critical role in biofilm formation and whose gene (*slrR*) is under the direct negative control of SinR (Chu et al., 2008). Because SlrR cross reacts with the anti-SinR antibodies, we were also able to detect SlrR in our immunoblot analysis. Strikingly, the levels of SlrR were almost perfectly anti-correlated with those of SinR, with the differences in the SlrR protein levels among the *sinR* synonymous variants being much higher than the corresponding differences in SinR protein levels (Figure 1F). Because repression by SinR is ultrasensitive to SinR levels (Chai et al., 2011), small differences in SinR protein levels among *sinR* synonymous variants might be sufficient to cause large differences in the levels of expression of SinR-repressed genes such as *slrR*. Consistent with this idea, an *eps-lacZ* transcriptional fusion reporter for the SinR-repressed *epsA-O* matrix operon showed that the four TCN *sinR* variants had 3- to 19-fold higher *β*-galactosidase activity than the AGT and AGC variants (Figure 1G).

To test the generality of the observed hierarchy between the synonymous variants of *sinR*, we generated an additional set of eleven *sinR* synonymous variants in which we replaced either three TCC codons or two AGC/AGT codons (Figure 1—figure supplement 1) with their synonymous counterparts. Eight of these variants conformed to the hierarchy described above, namely, the four TCN variants behaved oppositely to the two AGC/AGT variants in colony morphology and in *eps-lacZ* reporter expression (Figure 1—figure supplement 2). The three variants that did not conform to the hierarchy could potentially reflect alterations to the mRNA sequence context near the mutation rather than the effect of a synonymous substitution per se. Taken together, the above results suggest that serine synonymous codons in the *sinR* coding sequence have a stereotypical effect on biofilm formation that is primarily determined by the differential usage of the four TCN and the two AGC/AGT codons.

### Entry into biofilm formation is accompanied by codon-specific increase in ribosome density

What is the mechanism by which serine codon usage affects SinR protein levels and biofilm formation? Synonymous codon changes can alter the synthesis of the encoded protein through changes in the translation initiation rate, mRNA levels or the ribosome elongation rate (Plotkin and Kudla, 2010). However, the effect of synonymous codon usage on the initiation rate and mRNA levels is context-specific; only codons near the AUG start site affect translation initiation (Kudla et al., 2009), whereas only codons that are located in certain regions of secondary structure or at ribonuclease cleavage sites affect mRNA levels (Bernstein et al., 2002). Our observation that synonymous codon replacements at multiple locations along *sinR* have a stereotypical effect on biofilm formation argues against such context-specific mechanisms (except for the three exceptional cases noted above).

To test the alternative hypothesis that serine codon usage might alter the ribosome elongation rate, and given that the ribosome elongation rate at a codon varies inversely with the average ribosome density at that codon, we measured ribosome density on mRNAs at single-codon resolution using the ribosome profiling method (Ingolia et al., 2009; Oh et al., 2011; Ingolia et al., 2012). 

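Ribosome profiling sequences the mRNA fragments that translating ribosomes protect from nuclease digestion, so that the number of fragments on an mRNA reports how many ribosomes occupy it. The cells were of strain 3610, a B. subtilis strain that forms biofilms, with a deletion of epsH that the paper used to keep growth dispersed in liquid. They were grown in MSgg, a defined medium that induces biofilm formation. The cultures were harvested at an OD600 of 0.6 for exponential phase and of 1.4 for biofilm entry. From each culture a library of ribosome-protected fragments and a library of size-matched total mRNA fragments were made, 1 library per condition, so no difference between the conditions has a replicate check. The authors discarded reads that aligned to non-coding RNAs, aligned the rest to the genome with fewer than 3 mismatches, trimmed 8 nt from each end of a read and spread a weight of 1 evenly over the positions that remained. The deposited values are these read densities at each genomic position and strand, without scaling for library size, so a sum of densities over a region is a number of reads. Summed over the genome, the ribosome libraries held 4582153 reads in exponential phase and 3044398 at biofilm entry, and the total mRNA libraries 1851514 and 1107434. A genome sequence and annotation were not used here. Fold-changes were therefore computed over windows of 300 nt on each strand, and over the genes of Table 1, whose positions were found from the read counts that the table prints. Each log2 ratio had the median over all windows with at least 100 reads in at least 1 of the 2 libraries subtracted, as the paper does over genes. Intervals on fold-changes are 95% exact Clopper-Pearson intervals of the split of reads between both libraries and cover counting error only.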

We grew *B. subtilis* in liquid biofilm-inducing medium, harvested cells either during exponential phase growth (OD_600_ = 0*.*6) or during stationary phase when biofilm formation is induced (OD_600_ = 1*.*4), and performed deep-sequencing of ribosome protected mRNA fragments and size-matched total mRNA fragments. Ribosome profiling yielded 3.75 and 2.55 million sequencing reads aligning to annotated protein-coding sequences for the exponential phase sample and the biofilm entry sample, respectively. 

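The ribosome libraries held 4582153 reads in exponential phase and 3044398 at biofilm entry over all positions of both strands, inside and outside protein-coding sequences. Reads covered 1943980 positions in exponential phase and 1598405 at biofilm entry. A single fragment on the + strand, from position 529231 to 529249, held 258789 of the exponential phase ribosome reads, or 5.65% (95% exact Clopper-Pearson interval 5.63 to 5.67%), and 222337 of those at biofilm entry, or 7.30% (7.27 to 7.33%). It also held 2.41% and 4.64% of the reads in the total mRNA libraries of the same cultures. The sum over annotated protein-coding sequences was not analysed here.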

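Where a position of the genome was covered at all, its median density was 0.405 read per nt in the exponential phase ribosome library and 0.327 at biofilm entry, which comes to 1.22 and 0.98 reads per codon. The genome was divided into 28104 windows of 300 nt over both strands, coding or not. In exponential phase 5064 of them, or 18.0%, reached an average of 1 read per codon, the minimum that the paper sets for genes. At biofilm entry 3708 windows did, or 13.2%. The total mRNA libraries reached it in 2936 and 1516 windows. At this depth a codon of a typical covered mRNA held about as many reads as the counting error on it. The sinR transcript itself was not analysed here.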

The number of reads aligning to a single codon on individual mRNAs was too low for accurate quantification of ribosome density, and was not sufficient to directly detect increased ribosome density on the *sinR* transcript. However, we reasoned that the global pattern of ribosome density at codons across all mRNAs should reflect the ribosome density on individual transcripts such as *sinR*. Therefore, we calculated the median ribosome density at each of the 61 sense codons across the 1556 protein-coding sequences in the exponential phase sample and the 1148 sequences in the biofilm entry sample that had an average coverage greater than one sequencing read per codon (Figure 2—figure supplement 1, ‘Materials and methods’). This analysis reproduced the previous observation (Li et al., 2012) of increased ribosome density 8 to 11 nt downstream of Shine-Dalgarno-like trinucleotide sequences both during exponential phase and during biofilm entry (Figure 2—figure supplement 2).

During exponential phase, median ribosome density varied over a twofold range, with no systematic difference between serine codons and the remaining codons (Figure 2A). By contrast, during biofilm entry, median ribosome density was significantly higher at serine and cysteine codons as compared to the remaining codons (Figure 2B), suggesting that the translation speed of ribosomes is selectively reduced at these codons during biofilm entry. Notably, the ribosome density at serine codons was not uniform: the four UCN codons had 1.9 to 2.1-fold higher ribosome density whereas the AGC and AGU codons had only 1.1 and 1.3-fold higher ribosome density respectively, relative to the median value across 61 sense codons. Further, this difference in ribosome density between UCN codons and the AGC/AGU codons was essentially identical when computed separately for codons located in the first half or in the second half of each gene (Figure 2—figure supplement 3), a finding that underscores the statistical robustness and the context independence of the observed difference.

**Figure 2.**
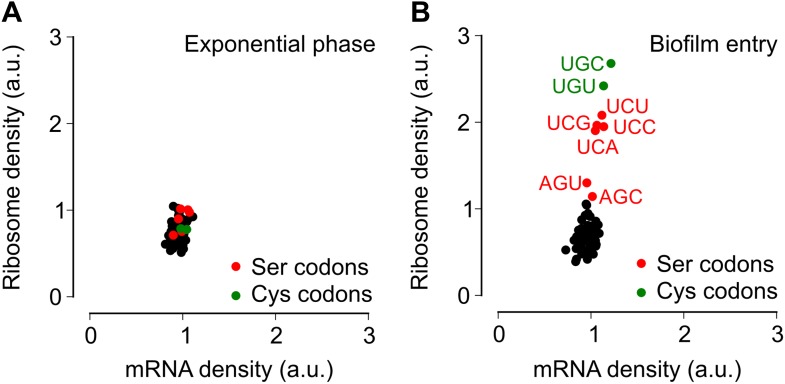
Entry into biofilm formation is accompanied by codon-specific increase in ribosome density. Genome-wide median ribosome density and total mRNA density at 61 sense codons (excluding start and stop codons) (**A**) during exponential phase growth (OD_600_ = 0.6), and (**B**) during stationary phase when biofilm formation is induced (OD_600_ = 1.4). The six serine (red) and two cysteine (green) codons are highlighted. Genome-wide ribosome density and total mRNA density were measured by deep-sequencing of ribosome-protected mRNA fragments and total mRNA fragments respectively, of a *B. subtilis* 3610 derivative (Δ*epsH*) grown in liquid biofilm-inducing medium. **DOI:** http://dx.doi.org/10.7554/eLife.01501.006

**Figure 2—figure supplement 1.**
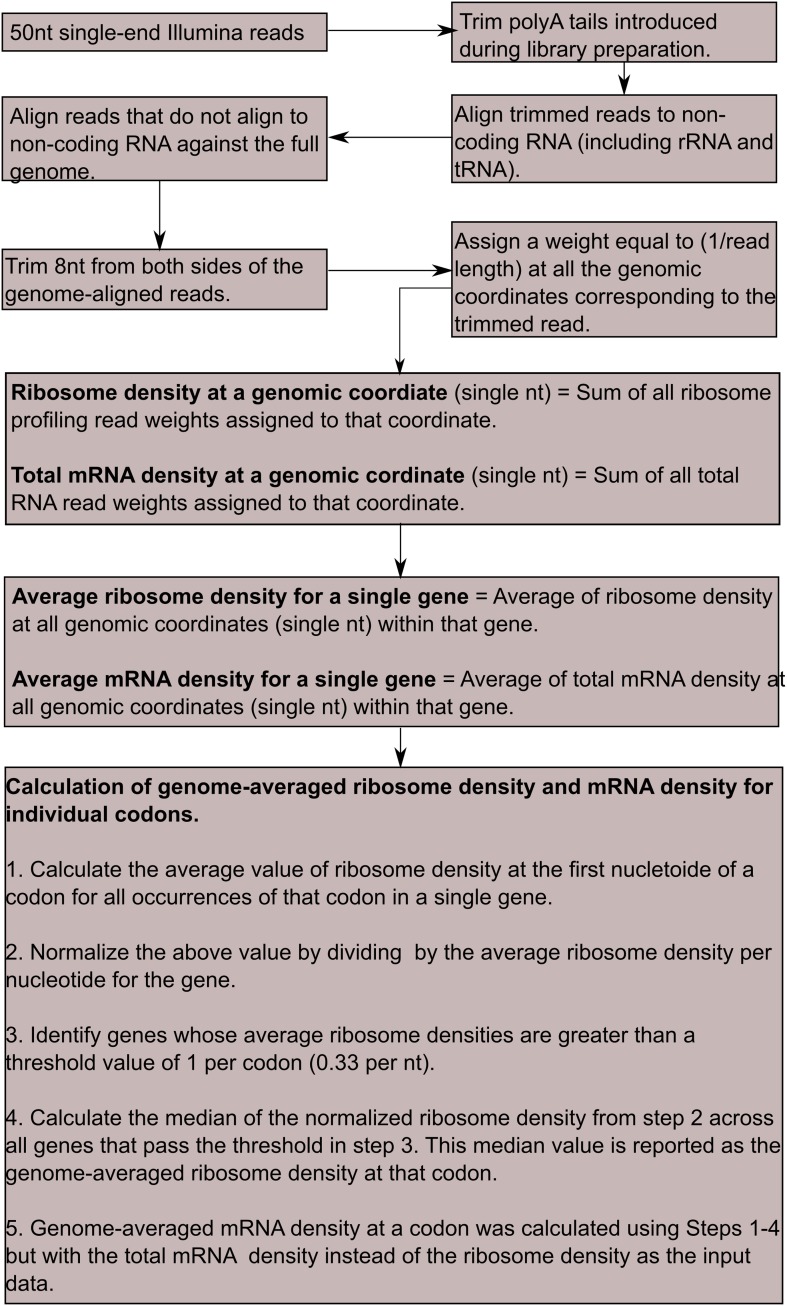
Computational workflow for deep-sequencing data analysis. All steps outlined here were performed in Bash and Python programming languages. For further details on individual steps, see ‘Materials and methods’. **DOI:** http://dx.doi.org/10.7554/eLife.01501.007

**Figure 2—figure supplement 2.**
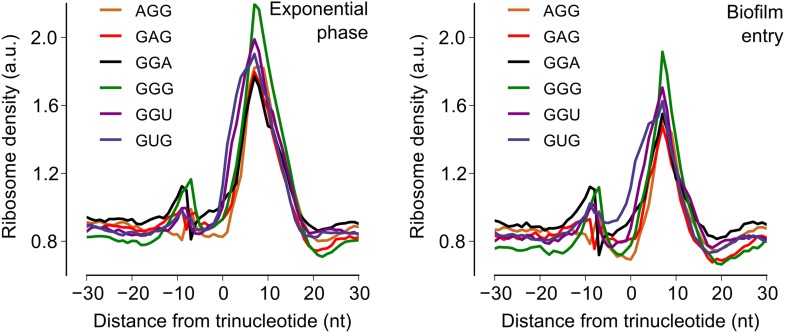
Increase in ribosome density downstream of Shine-Dalgarno-like trinucleotide sequences. Median ribosome density across all protein coding sequences was computed for the 60 nt region around each of six Shine-Dalgarno-like trinucleotide sequences (Li et al., 2012) for the exponential phase sample (left-hand panel) and the biofilm entry sample (right-hand panel). **DOI:** http://dx.doi.org/10.7554/eLife.01501.008

**Figure 2—figure supplement 3.**
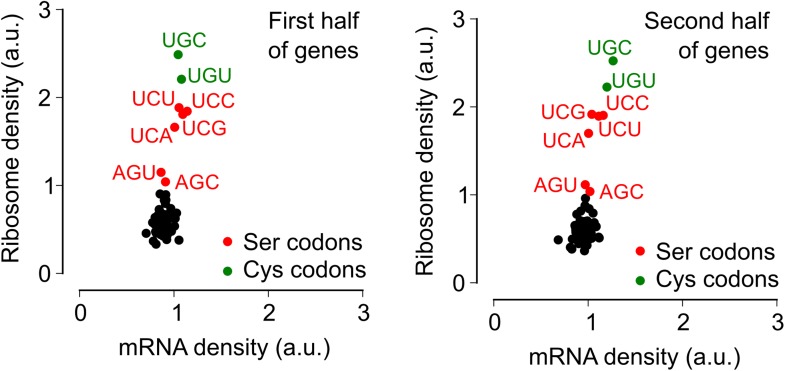
Context independence of ribosome and mRNA densities during biofilm formation. Each gene was conceptually divided into two equal halves and the ribosome density and mRNA density was computed separately for codons located either in the first half (left-hand panel) or in the second half (right-hand panel) of each gene. All other analysis steps were identical to those in Figure 2. **DOI:** http://dx.doi.org/10.7554/eLife.01501.009

### Serine starvation reduces translation speed and inhibits SinR synthesis in a codon-specific manner

Because ribosomes density increased at serine and cysteine codons only during biofilm formation and not during exponential phase growth, we hypothesized that the increased ribosome density was caused by the depletion of intracellular pools of these two amino acids during biofilm entry rather than by any intrinsic feature of the mRNA (Li et al., 2012) or the nascent polypeptide (Charneski and Hurst, 2013). Our hypothesis is also supported by the previous observation that synonymous codon usage can have a starvation-specific effect on protein levels (Subramaniam et al., 2013). Further, serine is a precursor metabolite for the biosynthesis of cysteine (Gagnon et al., 1994); hence cysteine depletion was likely the result of a decrease in intracellular serine concentration. Consistent with this hypothesis, we also observed an increase in ribosome density at both serine and cysteine codons during serine starvation of a *B. subtilis* serine-auxotrophic mutant (Figure 3C). 

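For serine starvation the paper used strain 3610 with a disrupted serA, a serine auxotroph that grows only when serine is supplied. The cells were grown in MSgg with 5 mM serine, filtered at an OD600 of 0.6 and resuspended for 60 min in MSgg without serine or, as the serine-rich control, with 5 mM serine. The sample labels give an OD600 of 0.5 in place of 0.6. Each condition has 1 ribosome library and no replicate, and no total mRNA library of this strain was analysed here. The read densities were made by the authors in the same way as for biofilm entry and are likewise not scaled for library size. The serine-rich library held 1506713 reads and the serine starvation library 1474270. The number of windows of 300 nt with an average of at least 1 read per codon was 2549 in the serine-rich library and 2882 upon serine starvation, against 5064 in exponential phase and 3708 at biofilm entry. The fragment from position 529231 to 529249 held 3.03% of the serine-rich reads and 2.67% of the serine starvation reads. Ribosome density at single codons was not analysed here, since it needs the coding sequences.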

Importantly, serine starvation resulted in an increase in ribosome density at only the four UCN serine codons but not at the AGC and AGU codons, matching the hierarchy seen during biofilm entry (Figure 2B). Serine starvation also resulted in differential levels of production of SinR-YFP protein fusions bearing different synonymous serine codons, whereas serine-rich growth resulted in identical levels of fusion protein production from these variants (Figure 3A,B). Finally, the addition of excess serine or cysteine (but not any of the other 18 amino acids) blocked biofilm formation in wild type cells as judged after 48 hr of growth in biofilm-inducing medium (Figure 3—figure supplement 1, and data not shown).

**Figure 3.**
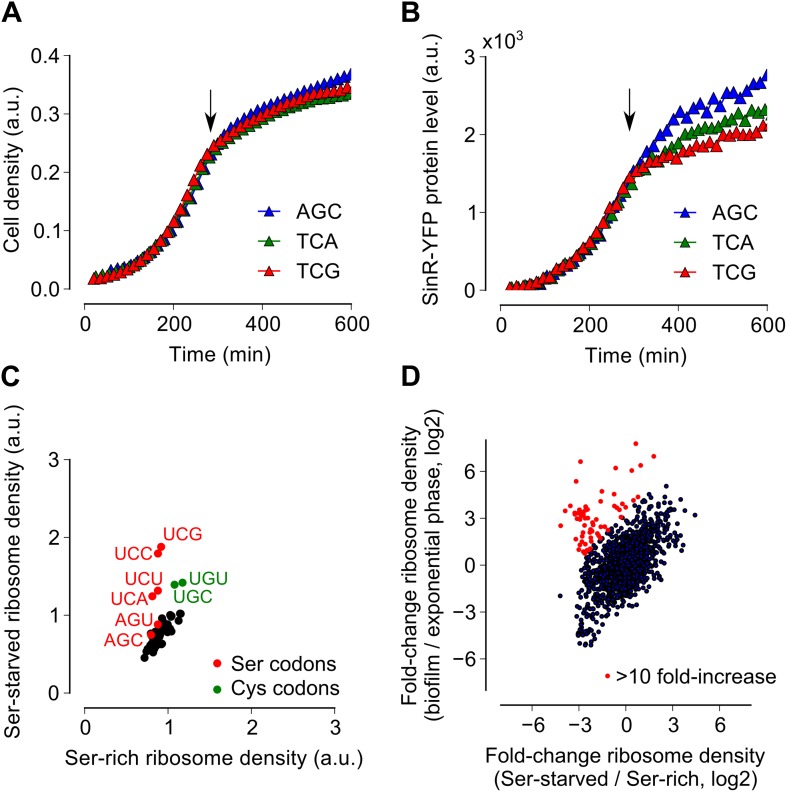
Serine starvation reduces translation speed and inhibits SinR synthesis in a codon-specific manner. (**A** and **B**) Three *sinR* synonymous variants were synthesized with 10 serine codons switched to AGC, TCA or TCG. The variants were expressed as SinR-YFP fusions from the *amyE* locus under the control of a *lac* promoter in a 3610-Δ*serA* serine auxotroph strain growing in serine-limited medium. Black arrow around 300 min indicates the onset of serine starvation caused by depletion of exogenously-added serine in the growth medium. Cell density (**A**) and the corresponding SinR-YFP protein level (**B**) were monitored using a 96-well spectrophotometer. (**C**) Genome-wide median ribosome density for 61 sense codons (excluding start and stop codons) during serine starvation (vertical axis) and serine-rich growth (horizontal axis) of a serine auxotrophic strain. (**D**) Fold-change in average ribosome density for individual genes upon biofilm entry (vertical axis) or serine starvation (horizontal axis). Genes that were preferentially up-regulated at least 10-fold upon biofilm entry in comparison to serine starvation are highlighted in red (68 genes, Table 1). Only genes with a minimum of 100 ribosome profiling reads in at least one of the samples were included in this analysis (1724 genes) and the reported log2 fold-changes are median-subtracted values across this gene set. **DOI:** http://dx.doi.org/10.7554/eLife.01501.010

**Figure 3—figure supplement 1.**
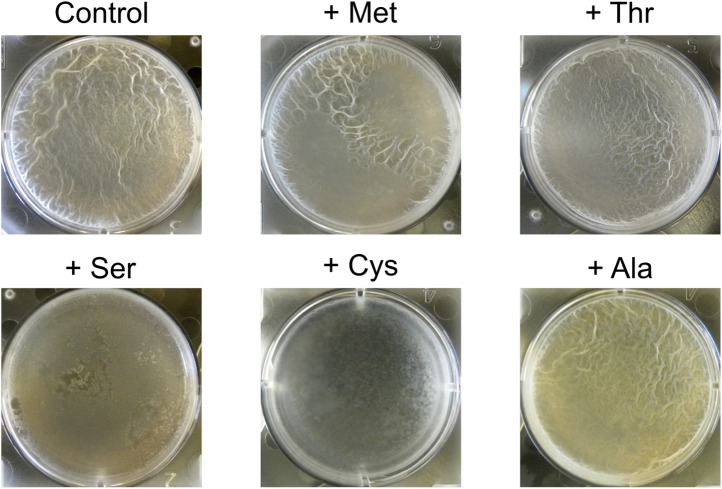
Addition of excess serine or cysteine blocks pellicle formation by *B. subtilis*. Single amino acids were added at 300 µg ml^−1^ to liquid MSgg medium. Biofilm formation of 3610 was assayed visually by pellicle formation at the air-liquid interface 48 hr after inoculation. Serine and cysteine were found to block pellicle formation out of all 20 amino acids tested. **DOI:** http://dx.doi.org/10.7554/eLife.01501.011

Given that both biofilm entry and serine starvation resulted in increased ribosome density at serine and cysteine codons, we asked whether these two apparently different conditions invoke the same gene expression program in *B. subtilis*. The fold-change in average ribosome density of *B. subtilis* genes was positively correlated between biofilm entry and serine starvation (Figure 3D, *R*^*2*^ = 0*.*27*,* p=10^−5^, 1724 genes). However, a subset of 68 genes was induced at least 10-fold higher upon biofilm entry than during serine starvation (indicated by red markers in Figure 3D, Table 1). This subset included genes for anaerobic metabolism such as *lctEP*, *nasDE*, and *cydAB*, and is consistent with the recently proposed role of impaired respiration in biofilm formation (Kolodkin-Gal et al., 2013). 

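Over windows of 300 nt in place of genes, 5718 windows had at least 100 reads in at least 1 of the 4 ribosome libraries and reads in all 4. The median log2 ratio that was subtracted was -1.12 for biofilm entry over exponential phase and 0.25 for serine starvation over serine-rich growth. The fold-changes upon biofilm entry and upon serine starvation were positively correlated across these windows, with R2 = 0.146 (95% interval 0.073 to 0.227 from 1000 bootstrap resamples of blocks of 10000 nt), a Pearson correlation of 0.382 and a Spearman correlation of 0.387. Windows are not independent replicates, since several fall in the same gene, and no p-value is given across them. Ribosome density rose in both comparisons in 1840 windows and fell in both in 1810. It rose upon biofilm entry and fell upon serine starvation in 1020 windows, and the opposite was true of 1047. The choice that moved R2 most was a minimum of 100 reads in all 4 libraries, which gave 0.039 over 1829 windows. From the positive correlation together with the subset of genes that departed from it, the paper compares the gene expression programs that the 2 conditions invoke.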

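Intervals were sought whose summed read densities matched the 4 raw counts that Table 1 prints for a gene to within 0.55 read in each of the 4 ribosome libraries. Such an interval was found for 68 of the 68 genes and was the only one for 55 of them. With the serine-rich and serine starvation counts of the next gene in the table, 0 of the 68 genes gave an interval. Over these intervals, with the medians of the windows subtracted, the fold-change upon biofilm entry was at least 10-fold higher than upon serine starvation for 62 of the 68 genes, and 8 genes lay within 0.1 of that threshold on the log2 scale. The difference between both log2 fold-changes ranged from 3.27 to 11.42 with a median of 4.78. Ribosome density rose upon biofilm entry on all 68 genes, by 0.83 to 9.69 on the log2 scale, and fell upon serine starvation on 60 of them, with a range of -4.01 to 1.95. Among genes with at least 10 reads in each ribosome library the largest rises upon biofilm entry were those of albA (9.44), sboX (8.35), sboA (7.86), alsS (7.05) and lctP (6.72). The largest falls upon serine starvation were those of yezD (-4.01), ldh (-3.72), tcyK (-3.40), ytmI (-3.11) and tcyJ (-3.11). Of the 41 genes with at least 100 reads in all 4 libraries, 36 passed the threshold.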

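The lactate dehydrogenase gene ldh was located on the + strand from 329773 to 330738 and had 2810 reads in exponential phase and 15254 at biofilm entry, a log2 fold-change of 3.56 (95% interval 3.51 to 3.62). Upon serine starvation its reads went from 1732 to 157, a log2 fold-change of -3.72 (-3.96 to -3.48). The lactate permease gene lctP follows it on the same strand, and the stretch from 330770 to 332395, common to the 257 intervals that match its counts, rose by 6.72 (6.36 to 7.11) upon biofilm entry and changed by -2.74 (-3.24 to -2.27) upon serine starvation. The nitrite reductase gene nasD, on the - strand from 355763 to 358180, rose from 217 to 7872 reads, a log2 fold-change of 6.31 (6.11 to 6.51). Upon serine starvation nasD changed by -0.50 (-0.67 to -0.33). Its neighbour nasE, from 355411 to 355731, rose by 6.14 (5.66 to 6.69) upon biofilm entry and by 0.54 (0.08 to 1.01) upon serine starvation. The cytochrome bd oxidase genes cydA and cydB lie on the - strand from 3977790 to 3979196 and from 3976790 to 3977806. The fold-change of cydA was 5.46 (5.27 to 5.65) upon biofilm entry and -3.02 (-3.43 to -2.63) upon serine starvation. For cydB only 9 reads in exponential phase stand against 3374 at biofilm entry, a log2 fold-change of 9.69 (8.75 to 10.80), and upon serine starvation it changed by -1.73 (-2.26 to -1.24). Total mRNA rose upon biofilm entry on all 6 genes, by 3.81 for ldh, 5.28 for lctP, 5.72 for nasD, 3.16 for nasE, 4.52 for cydA and 6.77 for cydB. In connection with these genes the paper mentions a recently proposed role of impaired respiration in biofilm formation.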

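Of the 68 genes in Table 1, 20 have a product name with a keyword of sulfur metabolism, such as sulfonate, cystathionine, methionine, methylthioribose or sulfur-containing amino acid. Their median log2 fold-change was 3.04 upon biofilm entry (range 1.61 to 3.89) and -2.38 upon serine starvation (range -3.40 to 0.15), and the median difference between both was 4.95. The other 48 genes had medians of 3.34 and -2.09 and a median difference of 4.76. The paper chose all 68 genes for a large difference, so this comparison cannot show whether sulfur genes differ more than others. Ribosome density fell upon serine starvation on 19 of the 20 genes. With the gene symbol in place of the product name 15 genes were selected, with a median difference of 4.79. The best covered of them was metE, on the - strand from 1383319 to 1385607, with 33027 reads in exponential phase and 106473 at biofilm entry, a log2 fold-change of 2.81 (95% interval 2.80 to 2.83), and -1.98 (-2.01 to -1.94) upon serine starvation. The cysteine synthase gene cysK, on the + strand from 81770 to 82696, changed by 1.61 (1.58 to 1.64) and -2.05 (-2.12 to -1.99). A run of 12 genes of the table lies on the - strand between positions 2998795 and 3008784, from ytnM to ytmI, with the transporter genes tcyJ to tcyN among them. The fold-changes of these 12 genes lay between 3.09 and 3.88 upon biofilm entry and between -3.40 and -2.29 upon serine starvation. Of the 12, only tcyJ to tcyN have a product name with a sulfur keyword, and the rest count among the other 48 genes. Enrichment against all genes was not analysed here, since the list of all genes was not used.

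**Figure D1:**
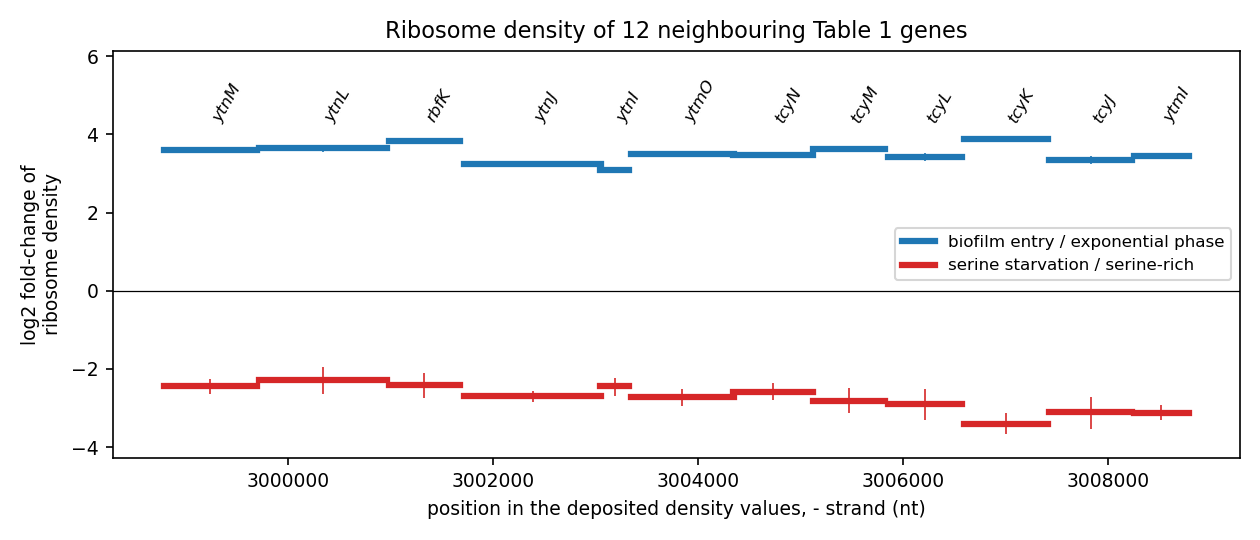
Median-subtracted log2 fold-change of ribosome density (y axis) of 12 neighbouring genes of Table 1, each drawn as a bar from its first to its last position on the - strand (x axis, nt), upon biofilm entry (blue) and upon serine starvation (red). Vertical lines are 95% exact Clopper-Pearson intervals of the counts. All blue bars lie between 3.09 and 3.88 and all red bars between -3.40 and -2.29.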

We observed that sulfur metabolism genes were also enriched in this subset, possibly indicating a stronger response to cysteine depletion during biofilm entry than during serine starvation.

**Table 1.** *B. subtilis* genes that have greater than 10-fold difference in expression ratio between biofilm formation and serine starvation **DOI:** http://dx.doi.org/10.7554/eLife.01501.012

Gene	A	B	C	D	E	F	Function
*albA*	9.35	−0.69	32	10129	175	144	antilisterial bacteriocin (subtilosin) production protein
*alsD*	6.38	0.95	34	1384	53	135	alpha-acetolactate decarboxylase
*alsS*	6.96	1.79	76	4613	86	396	acetolactate synthase
*cah*	2.08	−2.74	2531	5254	1486	295	S-deacylase
*ctc*	3.78	−0.73	327	2206	322	257	50S ribosomal protein L25
*cydA*	5.36	−3.18	234	4720	408	60	cytochrome bd ubiquinol oxidase subunit I
*cydB*	9.6	−1.88	9	3374	129	46	cytochrome bd ubiquinol oxidase subunit II
*cysK*	1.52	−2.21	15760	22120	8991	2580	cysteine synthase
*gcvPA*	0.97	−2.38	1500	1440	1001	255	glycine dehydrogenase subunit 1
*gcvPB*	1.05	−2.28	2029	2057	1224	335	glycine dehydrogenase subunit 2
*gspA*	4.54	−0.75	111	1261	135	106	glycosyl transferase (general stress protein)
*iseA*	2.24	−1.14	1117	2579	2521	1516	inhibitor of cell-separation enzymes
*lctP*	6.62	−2.9	62	3009	247	44	L-lactate permease
*ldh*	3.47	−3.88	2810	15,254	1732	157	L-lactate dehydrogenase
*maeN*	4.08	−1.61	148	1226	347	151	Na+/malate symporter
*mccA*	3.23	−2.72	759	3494	386	78	cystathionine beta-synthase
*metE*	2.72	−2.13	33,027	106473	32,231	9760	5-methyltetrahydropteroyltriglutamate/homocysteine S-methyltransferase
*mgsR*	4.72	−1.53	163	2099	202	93	stress transcriptional regulator
*mtlA*	3.92	−0.22	126	934	104	119	PTS system mannitol-specific transporter subunit IICB
*mtnA*	1.84	−2.79	2522	4425	3501	671	methylthioribose-1-phosphate isomerase
*mtnD*	1.72	−1.63	4095	6600	3182	1361	acireductone dioxygenase
*mtnK*	2.54	−2.64	4290	12,196	5866	1250	methylthioribose kinase
*nasD*	6.21	−0.65	217	7872	635	536	assimilatory nitrite reductase subunit
*nasE*	6.05	0.38	34	1106	63	109	assimilatory nitrite reductase subunit
*rbfK*	3.74	−2.57	1329	8681	434	97	RNA-binding riboflavin kinase
*sboA*	7.77	0.64	121	12,895	256	530	subtilosin A
*sboX*	8.26	0.19	21	3128	76	115	bacteriocin-like product
*ssuA*	2.09	−2.3	3691	7682	877	236	aliphatic sulfonate ABC transporter binding lipoprotein
*ssuB*	2.57	−2.09	2416	7004	779	242	aliphatic sulfonate ABC transporter ATP-binding protein
*ssuC*	2.17	−2.16	3784	8362	692	206	aliphatic sulfonate ABC transporter permease
*ssuD*	2.2	−2.19	12,961	29,135	2812	817	alkanesulfonate monooxygenase
*tcyJ*	3.25	−3.26	1046	4856	427	59	sulfur-containing amino acid ABC transporter binding lipoprotein
*tcyK*	3.79	−3.55	2815	19,087	1095	124	sulfur-containing amino acid ABC transporter binding lipoprotein
*tcyL*	3.33	−3.05	855	4223	387	62	sulfur-containing amino acid ABC transporter permease
*tcyM*	3.54	−2.97	1859	10,556	581	99	sulfur-containing amino acid ABC transporter permease
*tcyN*	3.38	−2.74	3363	17,149	1119	223	sulfur-containing amino acid ABC transporter ATP-binding protein
*ureA*	4.36	0.78	124	1252	77	176	urease subunit gamma
*ycgL*	0.99	−3.01	512	500	278	46	hypothetical protein
*ycgM*	2.46	−1.35	39	105	178	93	proline oxidase
*ycgN*	2.45	−1.6	928	2475	1267	556	1-pyrroline-5-carboxylate dehydrogenase
*ycnJ*	0.75	−2.63	168	138	121	26	copper import protein
*ydaG*	4.14	0.49	70	604	80	150	general stress protein
*ydbL*	3.07	−0.31	294	1210	130	139	hypothetical protein
*yeaA*	1.34	−2.59	112	138	139	31	hypothetical protein
*yezD*	2.52	−4.17	145	406	340	25	hypothetical protein
*yitJ*	3.01	−2.43	2785	10,990	4687	1153	bifunctional homocysteine S-methyltransferase/5,10-methylenetetrahydrofolate reductase
*yjbC*	3.67	−0.57	104	647	248	222	thiol oxidation management factor; acetyltransferase
*yjnA*	1.5	−2.81	972	1342	790	149	hypothetical protein
*yoaB*	2.28	−2.26	2206	5244	2862	792	negatively charged metabolite transporter
*yoaC*	2.92	−1.89	1200	4459	1436	513	hydroxylated metabolite kinase
*yrhB*	2.92	−2.93	3806	14,096	1904	333	cystathionine beta-lyase
*yrrT*	2.97	−3.12	546	2089	443	68	AdoMet-dependent methyltransferase
*ytlI*	1.66	−3.2	206	318	141	20	LysR family transcriptional regulator
*ytmI*	3.34	−3.27	3452	17,173	1640	226	N-acetyltransferase
*ytmO*	3.4	−2.88	3866	20,007	1179	213	monooxygenase
*ytnI*	3	−2.6	3522	13,770	867	189	redoxin
*ytnJ*	3.14	−2.86	10,645	45,997	2495	456	monooxygenase
*ytnL*	3.56	−2.45	1281	7371	354	86	aminohydrolase
*ytnM*	3.5	−2.6	4542	25,202	1264	277	transporter
*yuaF*	1.89	−1.74	87	157	158	63	membrane integrity integral inner membrane protein
*yvzB*	0.95	−2.48	125	118	168	40	flagellin
*yxaL*	3.54	−0.41	1069	6077	442	442	membrane associated protein kinase
*yxbB*	3.7	−0.01	108	685	118	155	S-adenosylmethionine-dependent methyltransferase
*yxeK*	0.86	−2.72	2702	2406	1073	216	monooxygenase
*yxeL*	1.29	−2.94	437	525	202	35	acetyltransferase
*yxeM*	0.87	−2.57	3003	2692	1047	233	ABC transporter binding lipoprotein
*yxeP*	1.75	−2.24	2577	4246	736	207	amidohydrolase
*yxjH*	2.02	−1.82	4162	8243	3811	1432	methyl-tetrahydrofolate methyltransferase

A—median-subtracted log2 fold-change: biofilm/exponential-phase, B—median-subtracted log2 fold-change: serine starvation/serine rich, C—raw counts: biofilm entry, D—raw counts: exponential phase, E—raw counts: serine rich, F—raw counts: serine starvation.

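The intervals that match the table's counts also show which library each count column holds. Column C matched the reads of the exponential phase ribosome library and column D those of the biofilm entry library, for 68 of the 68 genes, whereas with C as biofilm entry and D as exponential phase 0 of the 68 genes gave an interval. Column E matched the serine-rich library and column F the serine starvation library. The median that was subtracted in column A, taken as the log2 ratio of the printed counts D to C minus A, was -1.03 (range over the genes -1.05 to -1.02), and that in column B, from F to E, was 0.41 (0.38 to 0.43).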

*In toto*, the results with the serine auxotroph support the inference that ribosome stalling observed during biofilm formation is due to a drop in intracellular serine levels. Our efforts to measure intracellular serine levels directly during growth in minimal, biofilm-inducing medium (MSgg) have been unsuccessful. Hence, we cannot rule out the less likely possibilities that biofilm entry causes serine and cysteine to be sequestered away from protein synthesis or that aminoacylation rate of the corresponding tRNAs decreases without changes in the intracellular serine and cysteine pools.

### Serine codon bias in biofilm-regulated genes reflects their expression during serine starvation

Here we found that the translation speed of ribosomes decreases at UCN serine codons and thereby modulates production of SinR and entry into biofilm formation. Based on our genome-wide measurements of ribosome density, we expect that the translation speed of ribosomes should decrease during biofilm entry not only on the *sinR* mRNA, but also on other mRNAs that are enriched for any of the four UCN codons. For example, we found that the four TCN codons are over-represented in two nucleotide biosynthesis genes, *pyrAA* and *purB* (Figure 4A). These two genes are also transcriptionally down regulated during biofilm entry (Figure 4B). A high frequency of TCN codons in these genes might serve to reinforce their transcriptional down regulation by reducing translation speed. Conversely, TCN codons are under-represented in the genes encoding lactate dehydrogenase, *ldh* (Cruz Ramos et al., 2000) and a master regulator of post-exponential phase gene expression, *spo0A* (Molle et al., 2003) (Figure 4A). 

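Between positions 329773 and 330738 of the + strand, where the counts of Table 1 place ldh, ribosome density rose upon biofilm entry by 3.56 on the log2 scale (95% exact Clopper-Pearson interval 3.51 to 3.62), from 2810 to 15254 reads. In the total mRNA libraries of the same cultures the reads on ldh rose from 445 to 2448, a log2 fold-change of 3.81 (3.66 to 3.96). The intervals cover counting error only. The reads on spo0A were not analysed here.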

The two genes are transcriptionally up regulated upon biofilm entry (Figure 4B). The low frequency of TCN codons in these genes might represent a mechanism for optimizing the production of their protein products by minimizing the slowing down of translation during biofilm entry. Consistent with this idea, replacement of AGC/AGT codons by TCN codons in *spo0A*, whose protein product positively regulates biofilm entry (by turning on the synthesis of the SinR antagonist SinI), resulted in defective biofilm formation (Figure 4C) in contrast to the stimulatory effect of replacing AGC/AGT codons with TCN codons in *sinR* (Figure 1—figure supplement 2).

**Figure 4.**
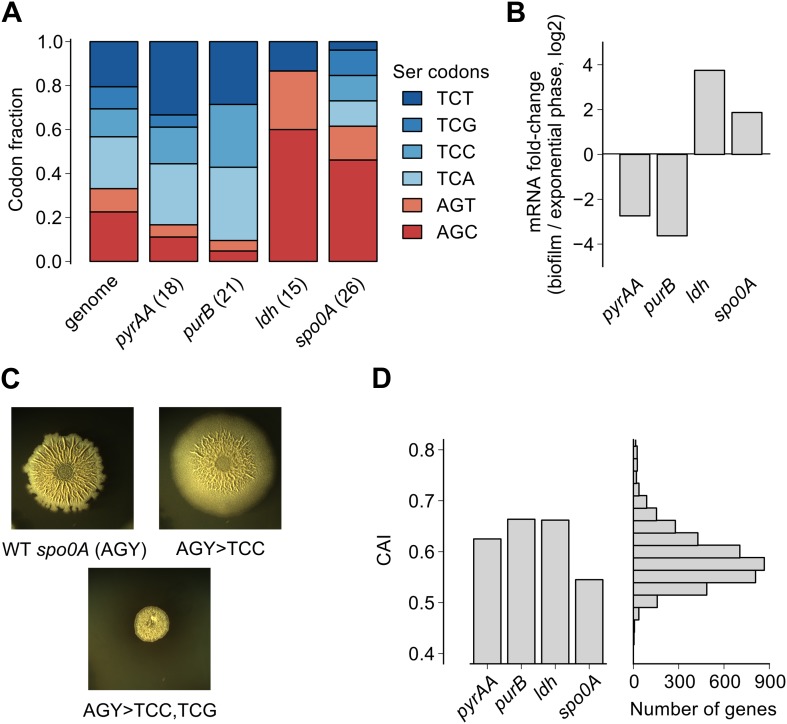
Serine codon bias of biofilm-regulated genes reflects their expression under serine starvation. (**A**) Relative serine codon fraction in genes for nucleotide biosynthesis (*pyrAA*, *purB*), lactate dehydrogenase (*ldh*) and a sporulation regulator (*spo0A*). Numbers in parentheses indicate the number of serine codons in each gene. Relative fraction of serine codons across the *B. subtilis* genome is shown for comparison. (**B**) Fold-change (expressed in log2 units) in average ribosome density upon biofilm entry for the four genes shown in **A**. (**C**) Colony morphology of a wild-type strain and two *spo0A* synonymous variants grown on solid biofilm-inducing medium. Seven AGC/AGT codons in wild-type *spo0A* were replaced by either 7 TCC codons or 3 TCC and 4 TCG codons and inserted at the chromosomal *spo0A* locus. Both the wild-type *spo0A* and the synonymous *spo0A* variants were inserted with a downstream selection marker. (**D**) Left: Codon Adaptation Index (CAI) for the four genes shown in **A**. Right: Distribution of CAI values for 4153 protein-coding sequences of *B. subtilis*. **DOI:** http://dx.doi.org/10.7554/eLife.01501.013

## Discussion

Together, our results implicate serine depletion as an environmental cue that contributes to promoting biofilm formation in *B. subtilis* together with other cues that are sensed by the histidine kinases KinA–D. Serine depletion is sensed through a remarkably simple mechanism based on reduced translation speed at UCN serine codons in the mRNA for a regulatory protein, SinR, whose repressive effects are highly sensitive to small changes in the level of the protein. We presume that UCN codons lower SinR levels simply by slowing the rate of ribosome movement along the mRNA (elongation). However, it is possible that the reduced translation speed at UCN codons during biofilm entry could be followed by downstream events such as ribosome rescue (Keiler et al., 1996) or mRNA decay (Hayes and Sauer, 2003) that might also contribute to lowering the levels of the SinR protein.

The serine sensing mechanism uncovered here operates through over-representation of the TCN serine codons in the *sinR* gene without the necessity for any other dedicated protein or RNA for sensing serine depletion. By contrast, transcriptional attenuation, a widespread mechanism among bacteria for sensing amino acids that also relies on changes in translation speed, involves a translation-transcription coupling mechanism that is mediated by highly structured mRNAs and leader peptides (Henkin and Yanofsky, 2002).

We note that the biased usage of the four TCN serine codons, which act as starvation sensors during biofilm formation, is not evident from widely-used phenomenological measures of codon bias such as the codon adaptation index (Figure 4D), which primarily reflects codon preferences during exponential growth (Sharp and Li, 1987; Andersson and Kurland, 1990). The difference in translation speed between the four UCN codons and the two AGC/AGU codons under biofilm-inducing conditions is likely mediated by differences in concentration of the corresponding aminoacylated tRNAs (Elf et al., 2003; Dittmar et al., 2005), as was recently observed in serine-starved *E. coli* (Subramaniam et al., 2013). Interestingly, the hierarchy between UCN codons and AGC/AGU codons in *B. subtilis* during serine starvation is similar to the one in *E. coli* even though copy numbers of the corresponding tRNA genes have diverged significantly between these two organisms (Lowe and Eddy, 1997). Despite different tRNA gene copy numbers, it is possible that the relative abundances of the serine tRNA isoacceptors are similar between the two organisms or that their relative abundances might be regulated in the same manner in response to nutrient deprivation (Doi et al., 1966).

Serine is one of the first amino acids to be completely consumed from the culture medium when either *B. subtilis* or *E. coli* cells are grown in complex rich medium (Liebs et al., 1988; Prüss et al., 1994; Sezanov et al., 2007). Indeed, increased ribosome density has been observed at serine codons during growth of *E. coli* in Luria-Bertani broth (Li et al., 2012). Thus the role of synonymous serine codons as starvation sensors discovered here in the specific context of biofilm formation might be a general regulatory strategy in microbes for adapting to nutrient depletion at the end of exponential phase growth. It is noteworthy that depletion of specific amino acids affects developmental transitions in several eukaryotic cells (Marin, 1976; Sundrud et al., 2009; Wang et al., 2009). It will be interesting to test whether a codon-based sensing mechanism, similar to the one found here in bacterial biofilm development, also plays a role in eukaryotic cells during amino acid depletion.

## Materials and methods

### Bacterial strains and media

For ribosome profiling during biofilm formation, a 3610-Δ*epsH* strain (RL3852) was used to ensure dispersed growth in liquid media (Kearns et al., 2005). For serine starvation experiments, a serine-auxotrophic 3610-Δ*serA* strain (YC865) was used. A list of strains, plasmids, and oligonucleotides used in this work are summarized in Supplementary file 1.

For general purposes, *B. subtilis* strains PY79, 3610, and their derivatives were grown in Luria-Bertani (LB) medium (10 g tryptone, 5 g yeast extract, and 5 g NaCl per liter broth) at 37°C. Antibiotics were added to the media at the following concentrations for *B. subtilis* strains: 10 µg ml^−1^ of tetracycline, 100 µg ml^−1^ of spectinomycin, 10 µg ml^−1^ of kanamycin, 5 µg ml^−1^ of chloramphenicol, and 1 µg ml^−1^ of erythromycin. Minimal MSgg medium was used as the liquid biofilm-inducing medium. The same medium with 1.5% Bacto-agar (Difco, Franklin Lakes, NJ) was used as the solid biofilm-inducing medium. MSgg medium composition: 5 mM potassium phosphate (pH 7), 100 mM MOPS (pH 7), 2 mM MgCl_2_, 700 µM CaCl_2_, 50 µM MnCl_2_, 50 µM FeCl_3_, 1 µM ZnCl_2_, 2 µM thiamine, 0.5% glycerol, 0.5% glutamate, 50 µg ml^−1^ tryptophan, 50 µg ml^−1^ phenylalanine and 50 µg ml^−1^ threonine. For overnight growth of serine auxotrophic 3610 strains, MSgg medium was supplemented with serine to a final concentration of 5 mM. For serine starvation experiments in which YFP fluorescence was measured (Figure 3A,B), MSgg medium was supplemented with 800 µM serine and 400 µM serine methyl-ester (Sigma, St. Louis, MO). Serine methyl-ester was added to ensure slow growth under serine starvation conditions.

### Strain construction

General methods for molecular cloning followed published protocols (Sambrook 2001). SPP1 phage-mediated transduction was used to transfer antibiotic-marked DNA fragments between different strains (Kearns et al., 2005). Long-flanking PCR mutagenesis was applied to generate insertional deletion mutations (Wach 1996). Synonymous switches in *sinR* and *spo0A* were generated by using synthetic DNA fragments (Genewiz, South Plainfield, NJ) or by applying site-directed mutagenesis (Roche, Switzerland). Sequences of the primers used in constructing mutant *sinR* alleles are described in Supplementary file 1. Incorporation of synonymous substitutions into the *sinR* or *spo0A* gene at the native locus was done by allele exchange and followed a method described previously (Chai et al., 2011).

### Biofilm assays

*B. subtilis* cells were first grown in LB broth at 37°C to mid-exponential phase. For formation of biofilm colonies, 2 µl of the cells was spotted onto MSgg medium solidified with 1.5% agar. Plates were incubated at 23°C for 3–4 days before analysis. All images were taken using either a Nikon CoolPix 950 digital camera or using a SPOT camera (Diagnostic Instruments, Sterling Heights, MI). Assays for the *β*-galactosidase activities were described previously (Kearns et al., 2005).

### Genetic screen for suppressor mutants

Following a previously-published protocol (Chai et al., 2010), we set up a genetic screen to search for spontaneous mutations that suppressed the defective biofilm phenotype of a *B. subtilis ΔslrR* mutant (YC131). The defective biofilm phenotype of the *ΔslrR* mutant is manifested as an inability to form robust floating pellicles (Chu et al., 2008; Chai et al., 2010). Briefly, the *ΔslrR* strain was inoculated into liquid MSgg medium in 6-well plates and incubated at 30°C. After 48 hr, pellicle formation was examined visually. In some wells, robust pellicles appeared possibly due to a second, suppressor mutation elsewhere in the genome. Cells from those wells were picked and streaked out on fresh LB agar plates to isolate single colonies. Cells from the single colonies were then tested for altered colony morphology on solid MSgg medium to confirm the suppressor phenotype. Similar genetic screens in previous studies (Kearns et al., 2005; Chai et al., 2010) had established that mutations in the *sinR* gene could suppress the defective biofilm phenotype of the *ΔslrR* mutant. Therefore, we isolated genomic DNA from the putative suppressor mutants, amplified the *sinR* gene by PCR, and then sequenced the *sinR* locus. Once a mutation in the *sinR* gene was confirmed by sequencing, the same mutation was reconstituted in the wild type background (3610) following a previous protocol (Chai et al., 2010), and assayed for alteration in colony morphology on solid MSgg medium.

### Bacterial growth for ribosome profiling

For ribosome profiling during biofilm formation, fresh colonies were inoculated into 8 ml of MSgg liquid medium and grown for 12 hr at 30°C, 200 rpm. Saturated cultures were diluted 1:1000 into 200 ml aliquots of fresh MSgg medium and shaken in a 1L flask at 30°C, 200 rpm. For exponential-phase ribosome profiling (Figure 2A), cultures were harvested at OD_600_ = 0.6. For ribosome profiling during biofilm entry (Figure 2B), cultures were harvested at OD_600_ = 1.4. For the serine repletion experiment (Figure 4), serine was added to a final concentration of 2.5 mM at OD_600_ = 1.4 and harvested after 30 min at 30°C, 200 rpm. For the serine starvation experiment (Figure 3B,C), pre-cultures were grown in MSgg medium supplemented with 5 mM serine and then diluted into 200 ml of the same medium. At an OD_600_ = 0.6, the cultures were filtered and re-suspended either in MSgg medium (starvation) or in MSgg medium with 5 mM serine (control), and harvested after 60 min at 30°C, 200 rpm (Figure 3D).

### Western blotting

Cultures were grown with shaking at 37°C, and 14 ml culture aliquots were harvested at an OD_600_ between 2.0 and 2.5. Cell pellets were collected by centrifugation and washed once with 10 ml of lysis buffer (20 mM Tris-HCl, 200 mM NaCl, 1 mM EDTA pH 7.4). Pellets were resuspended in 1.2 ml lysis buffer and incubated with 20 µg/ml of lysozyme (Sigma) for 1 hr on ice. Cells were further lysed by sonication. Cell debris was removed by centrifugation (14,000 rpm, 30 min, 4°C). The concentration of total protein in the lysates was determined by a Bradford assay (Bio-Rad, Hercules, CA). Samples for SDS-PAGE were prepared in Laemmli buffer normalized to equal protein concentration. Samples were ran on an NuPAGE 12% gel (Invitrogen, Carlsbad, CA, 1.0 mm, Bis/Tris, 200 V, ∼50 min) and transferred to a PVDF membrane (Millipore, Billerica, MA) at 100 V for 1 hr. The membrane was blocked in 5% milk-TPBS for 1 hr, and then incubated with anti-SinR antibody (1:2500, polyclonal) and anti-SigA (1:100,000, polyclonal) overnight. The membranes were washed 3 times in TPBS for 5 min each. Blots were incubated with goat anti-rabbit secondary antibody conjugated to Horseradish peroxidase (1:10,000, Bio-Rad). Blots were washed three times in TPBS, and developed with SuperSignal West Dura chemiluminescent substrate (Thermo, Waltham, MA) and imaged on a gel-doc (Bio-Rad). Densitometry analysis of Western blot images was performed using ImageJ software (NIH, http://rsbweb.nih.gov/ij/). Rectangles were drawn around each distinct band and the average pixel intensity in this rectangle was calculated, followed by subtraction of background pixel intensity from an identical rectangle drawn in a region without any band. These background subtracted values were used for calculating SinR/SigA, SlrR/SigA and SinR / SlrR ratios in Figure 1.

### YFP fluorescence measurements

A previously published measurement protocol was used (Subramaniam et al., 2013). Fresh colonies were inoculated into 1 ml of MSgg liquid medium with 5 mM serine and grown overnight in deep 96-well plates at 30°C, 1400 rpm. In the morning, saturated cultures were diluted 1:100 into 1 ml of MSgg medium with 800 µM serine and 400 µM serine methyl-ester and shaken at 30°C, 1350 rpm for 3 hr. Three aliquots of 150 µl from each culture was pipetted into three wells of three 96-well plates (3799, Costar, Corning, NY). Wallac Victor2 plate reader (PerkinElmer, Waltham, MA) was used to monitor cell density (absorbance at 600 nm) and YFP expression (fluorescence, excitation 504 nm and emission 540 nm). Each plate was read every 15 min using a robotic system (Caliper Life Sciences, Hopkinton, MA) and shaken at 1000 rpm in between readings (Variomag Teleshake shaker, Daytona Beach, FL). 30°C and 60% relative humidity was maintained throughout the experiment.

### Ribosome profiling and mRNA quantification

Ribosome profiling protocol was adapted from published literature (Ingolia et al., 2009; Oh et al., 2011; Ingolia et al., 2012) with minor modifications as described below. Briefly, 200 ml of bacterial culture was harvested by filtration. The filter was immediately inserted into a 50 ml conical tube, flash frozen in liquid nitrogen, and stored at −80°C until further processing. Frozen cells were re-suspended in 8 ml of polysome resuspension buffer (20 mM Tris pH 8.0, 10 mM MgCl_2_, 100 mM NH_4_Cl, and 100 µg ml^−1^ Chloramphenicol). Re-suspended cells were pelleted by centrifugation (3000 g, 4°C, 5 min) and the supernatant was discarded. The cell pellet was re-suspended in 500 µl of polysome lysis buffer (1X polysome resuspension buffer, 5 mM CaCl_2_, 0.4% TritonX-100, 0.1% NP-40, and 100 U/ml RNase-free DNase [04716728001; Roche]), and transferred to an ice-cold 1.5 ml tube containing 500 µl of 0.2–0.3 µm acid-washed glass beads (G1277; Sigma). Cells were lysed by vortexing at maximum speed on a vortexer in a 4°C room (Vortex Genie 2, 10 × 30 s with 1 min cooling on ice in between). The lysate was clarified by centrifugation (20,000 g, 4°C, 10 min) and the supernatant was transferred to a fresh 1.5 ml tube. 500 µg of total RNA (A_260_ units) was digested (25°C, 1400 rpm, 60 min, 150 µl vol) with 2 U/µg of Micrococcal nuclease (LS004797; Worthington, Lakewood, NJ). The digestion was quenched with 1.5 µl of 0.5 M EGTA, loaded on top of a 10–50% sucrose gradient and ultra-centrifuged in a SW41 rotor (35000 rpm, 4°C, 150 min). Monosomes collected by gradient fractionation (Biocomp Instruments, Canada).

For total RNA extraction, 100 µl of polysome lysate was mixed with 400 µl of RNA extraction buffer (0.3 M sodium acetate, 10 mM EDTA, pH 4.5) and the aqueous phase was extracted twice with phenol-chloroform and once with chloroform. RNA was precipitated with an equal volume of isopropanol. The pellet was washed with 70% ice-cold ethanol and re-suspended in 100 µl of 10 mM Tris pH 7.0. 10 µg of total RNA was DNase-treated and mRNA enriched using the Microbe Express kit (Invitrogen). mRNA was fragmented by heating at 95°C with a bicarbonate buffer (Ingolia et al., 2009) for 20 min.

Collected monosome fractions were purified using the same phenol-chloroform method as used for total RNA extraction above. Monosomes and fragmented mRNA were then used for small RNA sequencing library preparation. Size selection, dephosphorylation, polyadenylation, reverse-transcription, circularization and PCR amplification were performed using the same protocol as in (Ingolia et al., 2009). An rRNA subtraction step was carried out between the circularization and PCR amplification steps using the same protocol as in (Oh et al., 2011). Typically, several samples were multiplexed for sequencing in an Illumina HiSeq sequencer such that at least 1 million reads were obtained for each sample.

### Deep-sequencing data analysis

Deep-sequencing data analysis was carried out in Bash and Python programming languages, and performed on the Harvard research computing Odyssey cluster. Main steps are summarized below and shown schematically in Figure 2—figure supplement 1.

1. Each 50 nt single-end read was polyA-trimmed by identifying 10 or greater number of adjacent adenines and discarding all nucleotides starting from −1nt of the polyA run. The first 5^′^ nt of the read was also discarded since its identity was ambiguous in several reads. PolyA-trimmed reads were first aligned against all non-coding RNAs in the *B. subtilis* genome using bowtie aligner (ver. 0.12.7, Langmead et al., 2009).
2. The non-coding RNA sequences were downloaded from NCBI (NC_000964.frn).
3. Reads that did not align to non-coding RNAs were aligned against the whole *B. subtilis* genome using bowtie aligner. The *B. subtilis* genome was downloaded from NCBI (NC_000964.fna). Only reads that had less than three mismatches with the reference genome were considered for further analysis.
4. Reads that aligned to the *B. subtilis* genome were further trimmed by 8 nt from each end to approximate the ribosome A-site coordinate. 

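In the deposited densities a read that overlaps no other appears as a run of equal values, 1 divided by the length of the run. The lengths of the aligned part of such isolated reads can therefore be read back. With the 8 nt that were trimmed at each end added again, 24511 isolated reads of the exponential phase ribosome library had a median length of 24 nt (10th to 90th percentile 18 to 30 nt) and 32639 of the biofilm entry library a median of 23 nt (18 to 28 nt). The medians were 25 nt in the serine-rich library (19 to 32 nt) and 24 nt upon serine starvation (17 to 29 nt). Both total mRNA libraries had a median of 25 nt. The mean lengths were 24.1 and 23.0 nt in the exponential phase and biofilm entry ribosome libraries and 25.4 and 23.6 nt in the serine-rich and serine starvation libraries. Isolated reads lie in thinly covered parts of the genome and need not have the lengths of the rest. The shortest length that can be read back is 17 nt, since shorter reads leave no signal after the trimming. The 10th percentile upon serine starvation lies at this limit. Nucleotides that the paper discarded before alignment, at the 5' end and next to the polyA run, were not added again. The sequenced fragments were therefore somewhat longer than these values.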

The remaining sequence was normalized by its length and assigned to the corresponding genomic coordinate, and this value was designated as the read density at this genomic coordinate during further downstream analyses.
5. Average ribosome and mRNA density for a single gene was calculated by summing the read density between the start and stop codon, and then normalizing by the length of the gene.
6. Fold-change in ribosome density for a single gene between two samples was calculated by taking the log2 of the ratio of average ribosome density between the two samples for that gene. The median value of this log2 fold-change across all genes that received a minimum of 100 reads in at least one of the two samples was then subtracted from the fold-change value for each gene. This median-subtracted log2 fold change in reported throughout this work. We note that the average ribosome density on any gene is directly proportional to the corresponding mRNA level in the absence of specific translational regulation. Hence fold-changes in ribosome density (such as the one shown in Figure 3D) primarily reflect fold-changes in mRNA level.

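Ribosome density and total mRNA density were both measured in exponential phase and at biofilm entry. Over 5708 windows of 300 nt with reads in each library, the log2 fold-changes of both upon biofilm entry were correlated with R2 = 0.793 (95% interval 0.763 to 0.819 from 1000 bootstrap resamples of blocks of 10000 nt), a Pearson correlation of 0.890 and a Spearman correlation of 0.852. Windows are not independent replicates. A minimum of 50 reads in place of 100 gave an R2 of 0.742. All 68 genes of Table 1 had at least 10 reads in both total mRNA libraries, and across them the Pearson correlation was 0.894 and the Spearman correlation 0.905. These genes were chosen by the paper for their ribosome density. Total mRNA rose upon biofilm entry on 67 of the 68, and its log2 fold-change minus that of ribosome density had a median of -0.42. Some genes departed from equality by much more, the most being albA, with 9.44 (8.93 to 9.98) for ribosome density and 4.90 (4.66 to 5.14) for total mRNA. The next were nasE, with 6.14 (5.66 to 6.69) and 3.16 (2.77 to 3.56), cydB, with 9.69 and 6.77, sboA, with 7.86 and 5.03, and ctc, with 3.88 and 1.47. From the proportionality of ribosome density and mRNA level in the absence of translational regulation, the paper reasons that fold-changes in ribosome density primarily reflect those in mRNA.

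**Figure D2:**
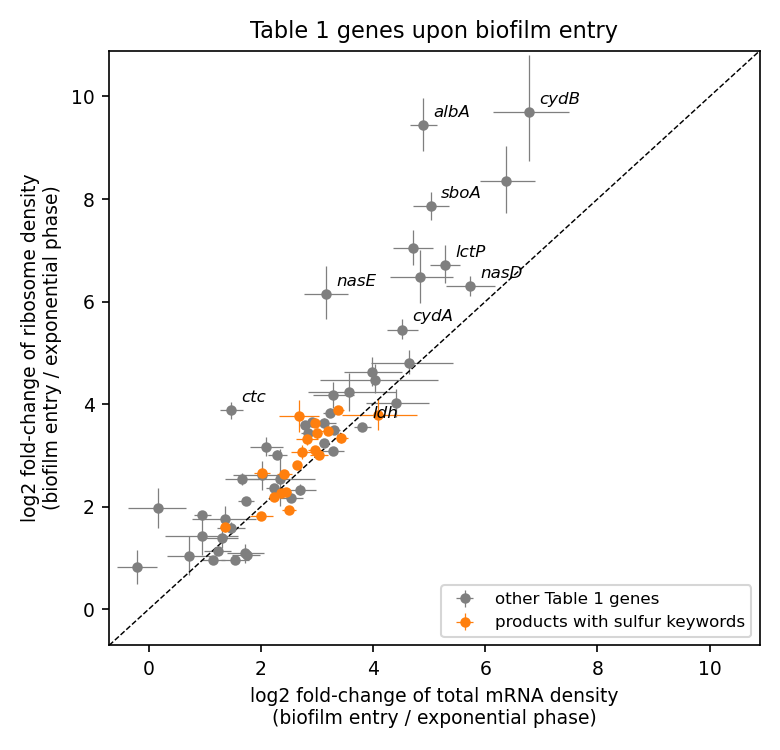
Median-subtracted log2 fold-change of total mRNA density (x axis) and of ribosome density (y axis) upon biofilm entry for the 68 genes of Table 1, with 20 genes whose product names carry sulfur keywords in orange. Error bars are 95% exact Clopper-Pearson intervals of the counts, and the dashed line marks equal changes. The genes farthest above it are albA, at 4.90 and 9.44, then nasE, cydB, sboA and ctc.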

7. To calculate the ribosome and mRNA density at individual codons,
  - The start codon was treated as a single separate codon irrespective of its identity.
  - Only genes with average ribosome density of at least 1 read per codon were considered.
  - The ribosome density at the first nucleotide of each codon was assigned as the ribosome density at that codon. For each of the 64 codons and the start codon, read density at the first nucleotide of the codon was averaged across all occurrences of that codon in a single gene and then normalized by the average ribosome density for that gene. Hence a codon without over- or under- representation of ribosome or mRNA density will have a density value equal to 1.
  - Genome-wide ribosome and mRNA density was calculated as the median of the individual gene read density from Step (3) across all genes that pass the threshold of Step (2).
  - Ribosome profiling measurement resulted in a high ribosome density at start and stop codons. It is unclear whether this increase is a true biological signal or caused by the measurement protocol (Ingolia et al., 2011). Hence these codons were excluded from the ribosome density plots shown in Figure 2A,B and 3C. However, the increased ribosome density at these codons resulted in a concomitant decrease in ribosome density at the remaining codons due to normalization by the average ribosome density for each gene (which included the start and stop codons).

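The density at both ends of genes was measured on those Table 1 genes for which a single interval matched the printed counts and which had an average of at least 1 read per codon. These were 45 genes in exponential phase, 55 at biofilm entry, 44 in the serine-rich library and 21 upon serine starvation. In the total mRNA libraries they were 31 genes in exponential phase and 46 at biofilm entry, so the libraries rest on different sets of genes. Relative to each gene's mean, the median density on the start codon was 1.84 in exponential phase (quartiles 0.80 and 3.85), 1.40 at biofilm entry (0.53 and 2.82), 2.84 in the serine-rich library (1.58 and 4.44) and 2.68 upon serine starvation (1.10 and 5.28). It was 0.60 and 0.40 in the total mRNA libraries of exponential phase and biofilm entry. The maximum of the median profile lay upstream of the start codon's first nucleotide, by 5 nt in exponential phase, where it reached 5.89, and at biofilm entry, where it reached 3.40. In the serine-rich library it lay 7 nt upstream at 4.69, and upon serine starvation 3 nt upstream at 4.38. The gene's mean is not the median level of single positions inside genes. At -30 and -60 nt from the last nucleotide of the stop codon, the median was 0.35 and 0.49 in exponential phase. It was 0.33 and 0.38 at biofilm entry and 0.48 and 0.73 in the serine-rich library. On the stop codon the median density was 2.08 in exponential phase (quartiles 0.68 and 4.62) and 1.09 at biofilm entry (0.54 and 2.50). In the serine-rich library it was 1.76 (0.97 and 2.60). Upon serine starvation it was 0.74 (0.27 and 1.66) over 21 genes, and it was 0.70 and 0.66 in the total mRNA libraries. With the mean across genes in place of the median, a setting chosen after the data were seen, it was 1.45 upon serine starvation and 0.87 and 0.88 in the total mRNA libraries.

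**Figure D3:**
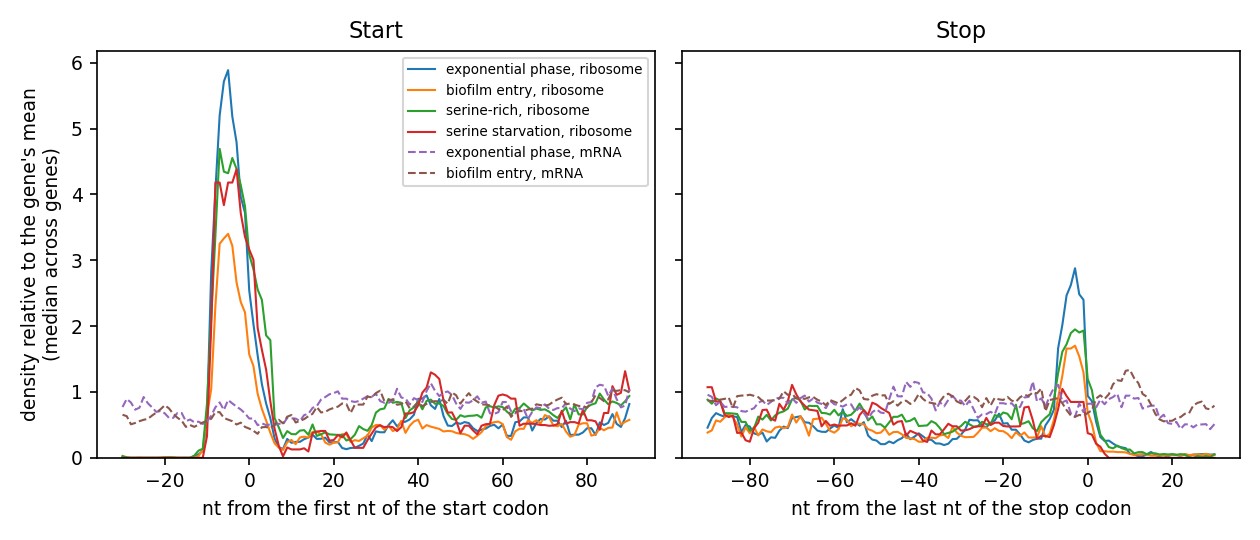
Median across Table 1 genes of the density relative to the gene's mean (y axis), against the distance in nt from the first nucleotide of the start codon (left) and from the last nucleotide of the stop codon (right). Solid lines are ribosome libraries and dashed lines total mRNA libraries. The exponential phase ribosome library peaks at 5.89 near the start and at 2.88 near the stop, and the exponential phase total mRNA library stays at or below 0.88 within 15 nt of the start.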

### Codon usage analysis

Codon Adpatiaton Index (CAI) was calculated according to the original prescription of Sharp and Li (Sharp and Li, 1987). For this calculation, 68 genes that had an annotation as ‘ribosomal’ were used as the reference set of highly expressed genes. The annotations file used for this analysis was downloaded from NCBI (NC_000964.ptt). The p value for the higher frequency of TCN codons in *sinR* was calculated by assuming a binomial distribution of TCN and AGC/AGT codons. The p value represents the binomial probability that there are 10 or more TCN codons in the *sinR* gene (12 serine codons total) given the genome-wide frequency of serine codons (0.66 for TCN codons and 0.34 for AGC/AGT codons).

## References

[bib1] AnderssonSGKurlandCG 1990 Codon preferences in free-living microorganisms. Microbiological Reviews54:198–210219409510.1128/mr.54.2.198-210.1990PMC372768

[bib2] BeauregardPBChaiYVlamakisHLosickRKolterR 2013 Bacillus subtilis biofilm induction by plant polysaccharides. Proceedings of the National Academy of Sciences of the United States of America110:E1621–E1630. 10.1073/pnas.121898411023569226PMC3637697

[bib3] BernsteinJAKhodurskyABLinP-HLin-ChaoSCohenSN 2002 Global analysis of mRNA decay and abundance in *Escherichia coli* at single-gene resolution using two-color fluorescent DNA microarrays. Proceedings of the National Academy of Sciences of the United States of America99:9697–9702. 10.1073/pnas.11231819912119387PMC124983

[bib4] BrandaSSGonzález-PastorJEBen-YehudaSLosickRKolterR 2001 Fruiting body formation by Bacillus subtilis. Proceedings of the National Academy of Sciences of the United States of America98:11621–11626. 10.1073/pnas.19138419811572999PMC58779

[bib5] ChaiYChuFKolterRLosickR 2008 Bistability and biofilm formation in *Bacillus subtilis*. Molecular Microbiology67:254–263. 10.1111/j.1365-2958.2007.06040.x18047568PMC2430929

[bib6] ChaiYKolterRLosickR 2009 A widely conserved gene cluster required for lactate utilization in *Bacillus subtilis* and its involvement in biofilm formation. Journal of Bacteriology191:2423–2430. 10.1128/JB.01464-0819201793PMC2668416

[bib7] ChaiYNormanTKolterRLosickR 2010 An epigenetic switch governing daughter cell separation in *Bacillus subtilis*. Genes and Development24:754–765. 10.1101/gad.191501020351052PMC2854391

[bib8] ChaiYNormanTKolterRLosickR 2011 Evidence that metabolism and chromosome copy number control mutually exclusive cell fates in *Bacillus subtilis*. The EMBO Journal30:1402–1413. 10.1038/emboj.2011.3621326214PMC3094124

[bib9] CharneskiCAHurstLD 2013 Positively charged residues are the major determinants of ribosomal velocity. PLOS Biol11:e1001508. 10.1371/journal.pbio.100150823554576PMC3595205

[bib10] ChenYCaoSChaiYClardyJKolterRGuoJHLosickR 2012 A *Bacillus subtilis* sensor kinase involved in triggering biofilm formation on the roots of tomato plants. Molecular Microbiology85:418–430. 10.1111/j.1365-2958.2012.08109.x22716461PMC3518419

[bib11] ChuFKearnsDBBrandaSSKolterRLosickR 2006 Targets of the master regulator of biofilm formation in *Bacillus subtilis*. Molecular Microbiology59:1216–1228. 10.1111/j.1365-2958.2005.05019.x16430695

[bib12] ChuFKearnsDBMcLoonAChaiYKolterRLosickR 2008 A novel regulatory protein governing biofilm formation in *Bacillus subtilis*. Molecular Microbiology68:1117–1127. 10.1111/j.1365-2958.2008.06201.x18430133PMC2430766

[bib39] Cruz RamosHHoffmannTMarinoMNedjariHPresecan-SiedelEDreesenOGlaserPJahnD 2000 Fermentative metabolism of *Bacillus subtilis*: physiology and regulation of gene expression. Journal of Bacteriology182:3072–3080. 10.1128/JB.182.11.3072-3080.200010809684PMC94491

[bib13] DittmarKASorensenMAElfJEhrenbergMPanT 2005 Selective charging of tRNA isoacceptors induced by amino-acid starvation. EMBO Reports6:151–157. 10.1038/sj.embor.740034115678157PMC1299251

[bib14] DoiRHKanekoIGoehlerB 1966 Regulation of a serine transfer RNA of *Bacillus subtilis* under two growth conditions. Proceedings of the National Academy of Sciences of the United States of America56:1548–1551. 10.1073/pnas.56.5.15484961689PMC220027

[bib15] ElfJNilssonDTensonTEhrenbergM 2003 Selective charging of tRNA isoacceptors explains patterns of codon usage. Science300:1718–1722. 10.1126/science.108381112805541

[bib16] GagnonYBretonRPutzerHPelchatMGrunberg-ManagoMLapointeJ 1994 Clustering and co-transcription of the *Bacillus subtilis* genes encoding the aminoacyl-tRNA synthetases specific for glutamate and for cysteine and the first enzyme for cysteine biosynthesis. Journal of Biological Chemistry269:7473–74827510287

[bib17] HayesCSSauerRT 2003 Cleavage of the A site mRNA codon during ribosome pausing provides a mechanism for translational quality control. Molecular Cell12:903–911. 10.1016/S1097-2765(03)00385-X14580341

[bib18] HenkinTMYanofskyC 2002 Regulation by transcription attenuation in bacteria: how RNA provides instructions for transcription termination/antitermination decisions. Bioessays24:700–707. 10.1002/bies.1012512210530

[bib19] IngoliaNTGhaemmaghamiSNewmanJRSWeissmanJS 2009 Genome-wide analysis in vivo of translation with nucleotide resolution using ribosome profiling. Science324:218–223. 10.1126/science.116897819213877PMC2746483

[bib20] IngoliaNTLareauLFWeissmanJS 2011 Ribosome profiling of mouse embryonic stem cells reveals the complexity and dynamics of mammalian proteomes. Cell147:789–802. 10.1016/j.cell.2011.10.00222056041PMC3225288

[bib21] IngoliaNTBrarGARouskinSMcGeachyAMWeissmanJS 2012 The ribosome profiling strategy for monitoring translation in vivo by deep sequencing of ribosome-protected mRNA fragments. Nature Protocols7:1534–1550. 10.1038/nprot.2012.086PMC353501622836135

[bib22] JiangMShaoWPeregoMHochJA 2000 Multiple histidine kinases regulate entry into stationary phase and sporulation in *Bacillus subtilis*. Molecular Microbiology38:535–542. 10.1046/j.1365-2958.2000.02148.x11069677

[bib23] KearnsDBChuFBrandaSSKolterRLosickR 2005 A master regulator for biofilm formation by *Bacillus subtilis*. Molecular Microbiology55:739–749. 10.1111/j.1365-2958.2004.04440.x15661000

[bib24] KeilerKCWallerPRHSauerRT 1996 Role of a peptide tagging system in degradation of proteins synthesized from damaged messenger RNA. Science271:990–993. 10.1126/science.271.5251.9908584937

[bib25] Kolodkin-GalIElsholzAKMuthCGirguisPRKolterRLosickR 2013 Respiration control of multicellularity in *Bacillus subtilis* by a complex of the cytochrome chain with a membrane-embedded histidine kinase. Genes and Development27:887–899. 10.1101/gad.215244.11323599347PMC3650226

[bib26] KolterRGreenbergEP 2006 Microbial sciences: the superficial life of microbes. Nature441:300–302. 10.1038/441300a16710410

[bib27] KudlaGMurrayAWTollerveyDPlotkinJB 2009 Coding-sequence determinants of gene expression in *Escherichia coli*. Science324:255–258. 10.1126/science.117016019359587PMC3902468

[bib28] LangmeadBTrapnellCPopMSalzbergSL 2009 Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol10:R25. 10.1186/gb-2009-10-3-r2519261174PMC2690996

[bib29] LiG-WOhEWeissmanJS 2012 The anti-Shine-Dalgarno sequence drives translational pausing and codon choice in bacteria. Nature484:538–541. 10.1038/nature1096522456704PMC3338875

[bib30] LiebsPRiedelKGrabaJPSchrapelDTischlerU 1988 Formation of some extracellular enzymes during the exponential growth of *Bacillus subtilis*. Folia Microbiologica33:88–95. 10.1007/BF029280733131218

[bib31] LópezDFischbachMAChuFLosickRKolterR 2009 Structurally diverse natural products that cause potassium leakage trigger multicellularity in *Bacillus subtilis*. Proceedings of the National Academy of Sciences of the United States of America106:280–285. 10.1073/pnas.081094010619114652PMC2629187

[bib32] LoweTMEddySR 1997 tRNAscan-SE: a program for improved detection of transfer RNA genes in genomic sequence. Nucleic Acids Research25:955–964. 10.1093/nar/25.5.09559023104PMC146525

[bib33] MarinFT 1976 Regulation of development in *Dictyostelium discoideum*: I. Initiation of the growth to development transition by amino acid starvation. Developmental Biology48:110–117. 10.1016/0012-1606(76)90050-6942703

[bib34] MolleVFujitaMJensenSTEichenbergerPGonzález-PastorJELiuJSLosickR 2003 The Spo0A regulon of *Bacillus subtilis*. Molecular Microbiology50:1683–1701. 10.1046/j.1365-2958.2003.03818.x14651647

[bib35] NormanTLordNPaulssonJLosickR 2013 Memory and modularity in cell-fate decision making. Nature503:481–486. 10.1038/nature1280424256735PMC4019345

[bib36] OhEBeckerAHSandikciAHuberDChabaRGlogeFNicholsRJTypasAGrossCAKramerGWeissmanJSBukauB 2011 Selective ribosome profiling reveals the cotranslational chaperone action of trigger factor in vivo. Cell147:1295–1308. 10.1016/j.cell.2011.10.04422153074PMC3277850

[bib37] PlotkinJBKudlaG 2010 Synonymous but not the same: the causes and consequences of codon bias. Nature Reviews Genetics12:32–42. 10.1038/nrg2899PMC307496421102527

[bib38] PrüssBMNelmsJMParkCWolfeAJ 1994 Mutations in NADH:ubiquinone oxidoreductase of *Escherichia coli* affect growth on mixed amino acids. Journal of Bacteriology176:2143–2150815758210.1128/jb.176.8.2143-2150.1994PMC205332

[bib40] SambrookJ 2001 Molecular cloning: a laboratory Manual. 3rd ed Long Island, NY: Cold Spring Harbor Laboratory Press

[bib41] SezonovGJoseleau-PetitDD’AriR 2007 *Escherichia coli* physiology in Luria-Bertani broth. Journal of Bacteriology189:8746–8749. 10.1128/JB.01368-0717905994PMC2168924

[bib42] SharpPMLiWH 1987 The Codon Adaptation Index–a measure of directional synonymous codon usage bias, and its potential applications. Nucleic Acids Research15:1281–1295. 10.1093/nar/15.3.12813547335PMC340524

[bib43] ShemeshMKolterRLosickR 2010 The biocide chlorine dioxide stimulates biofilm formation in *Bacillus subtilis* by activation of the histidine kinase KinC. Journal of Bacteriology192:6352–6356. 10.1128/JB.01025-1020971918PMC3008516

[bib44] SubramaniamARPanTCluzelP 2013 Environmental perturbations lift the degeneracy of the genetic code to regulate protein levels in bacteria. Proceedings of the National Academy of Sciences of the United States of America110:2419–2424. 10.1073/pnas.121107711023277573PMC3568297

[bib45] SundrudMSKoralovSBFeuererMCaladoDPKozhayaAERhule-SmithALefebvreREUnutmazDMazitschekRWaldnerHWhitmanMKellerTRaoA 2009 Halofuginone inhibits TH17 cell differentiation by activating the amino acid starvation response. Science324:1334–1338. 10.1126/science.117263819498172PMC2803727

[bib46] VlamakisHChaiYBeauregardPLosickRKolterR 2013 Sticking together: building a biofilm the *Bacillus subtilis* way. Nature Reviews Microbiology11:157–168. 10.1038/nrmicro2960PMC393678723353768

[bib47] WachA 1996 PCR-synthesis of marker cassettes with long flanking homology regions for gene disruptions in *S. cerevisiae*. Yeast12:259–265. 10.1002/(SICI)1097-0061(19960315)12:3<259::AID-YEA901>3.0.CO;2-C8904338

[bib48] WangJAlexanderPWuLHammerRCleaverOMcKnightSL 2009 Dependence of mouse embryonic stem cells on threonine catabolism. Science325:435–439. 10.1126/science.117328819589965PMC4373593

[bib49] WestAHStockAM 2001 Histidine kinases and response regulator proteins in two-component signaling systems. Trends in Biochemical Sciences26:369–376. 10.1016/S0968-0004(01)01852-711406410

How the deposited data were processed for this re-analysis (not part of the article)

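Ribosome-protected fragments were sequenced from exponential phase and biofilm entry cultures of the epsH deletion strain and from serine-rich and serine-starved cultures of the serA strain, and size-matched total mRNA fragments from both cultures of the epsH deletion strain. This gives 6 libraries, 1 per condition and kind, without replicates. The authors removed reads of non-coding RNAs, aligned the rest to the B. subtilis genome, trimmed 8 nt from each end and deposited the resulting signal, a read density at each position and strand to which every read adds 1 in all. The densities are not scaled for library size. Positions are given as in the deposited values; whether they count from 0 or 1 is not stated in the paper's text.

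The libraries held 4582153 (exponential phase, ribosome), 3044398 (biofilm entry, ribosome), 1506713 (serine-rich, ribosome), 1474270 (serine starvation, ribosome), 1851514 (exponential phase, mRNA) and 1107434 (biofilm entry, mRNA) reads. The smallest share of a library that 3 reads can show was 0.0000655% in exponential phase and 0.000203% upon serine starvation. Intervals on shares and on fold-changes are 95% exact Clopper-Pearson intervals; they cover counting error only, since reads amplified by PCR are not independent molecules and there are no replicates.

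A genome sequence and annotation were not used here, which changes the design that was set before the data were examined. Results that need coding sequences were not computed: density at codons, in the 2 parts of genes and downstream of Shine-Dalgarno-like trinucleotides, codon usage, codon adaptation, reads on coding sequences, and the reads on epsH, serA, sinR, pyrAA, purB and spo0A. In place of genes, windows of 300 nt on each strand were used, a substitution chosen after the data were seen. A log2 ratio of reads was computed for each window, and the median over windows with at least 100 reads in at least 1 of the 2 libraries was subtracted. Windows with at least 100 reads in at least 1 of the 4 ribosome libraries, and reads in all 4, entered the correlation. Its 95% interval came from 1000 bootstrap resamples of blocks of 10000 nt. On simulated counts with 200 windows changed by 5 on the log2 scale, 100 of 100 raised and 100 of 100 lowered windows passed the 10-fold threshold, and 0 unchanged windows did. The changed windows were drawn from deeply covered ones, with counting noise alone and a pseudocount of 1 read. Their change was well above the threshold, so passing was nearly certain. The simulation gives no error rate for windows with few reads.

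The genes of Table 1 were located by searching both strands for intervals of up to 6000 nt, with a length that is a multiple of 3, whose summed densities match the 4 printed counts within 0.55 read. In a check on 60 random intervals of known position, the true interval was among those found in 60. Its rounded sums lie within the tolerance by construction, so this part could not fail and shows only that the search runs as written. The true interval was the only one found in 12 of the 60. Where several intervals matched a gene, the stretch common to them was used. The named genes were set by a rule fixed before the data were examined. It took every gene the paper names or lists in Table 1. It also took the 5 with the largest rise and the 5 with the largest fall in each comparison, among those with at least 10 reads in all 4 ribosome libraries. The rule could be applied to Table 1 genes only, and none of these fell upon biofilm entry. It was not carried out in full, since the largest rises upon serine starvation were not listed. The keywords of sulfur metabolism were written with the product names of Table 1 in view. Density at gene ends was the median across genes of the density relative to the gene's mean. For changes at single positions, windows of 300 nt with an average of at least 1 read per nt in the 4 ribosome libraries were cut into bins of 3 nt, and log2 of the density relative to the window's mean, plus 0.1, was compared between libraries.

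Other minimums (50 and 200 reads, or 100 reads in each comparison or in all 4 libraries), a pseudocount of 1 read, scaling by the total of all reads, the total mRNA libraries and genes without their first and last 10 codons were set as alternatives before the data were examined. Windows of 150 and 900 nt, shifted windows, other tolerances in the search and the alternatives for gene ends and single positions were added afterwards. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.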

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

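The results here are signals in parts of the data that the paper does not discuss, and all tests on them were chosen after the results were seen. Each condition has 1 library, so a difference between library preparations was not tested for any of them.

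A fragment on the + strand from position 529231 to 529249 was the densest in all 4 ribosome libraries. It held 7.30% of the ribosome reads at biofilm entry, 5.65% in exponential phase, 3.03% in serine-rich growth and 2.67% upon serine starvation. Of the total mRNA reads it held 2.41% in exponential phase and 4.64% at biofilm entry. A share of this size in total mRNA leaves open that the fragment comes from a stable RNA that is not bound as a translated message, but an abundant message could give it too. Without the fragment the log2 ratio of the biofilm entry to the exponential phase total changed by -0.026, so it barely affects a scaling by library totals. No biological explanation was tested.

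A stretch of the + strand from position 1372500 to 1373999 overlaps no gene of Table 1 and changed by 7.06 on the log2 scale upon biofilm entry and by -0.47 upon serine starvation, a difference of 7.53. It had 69 reads in exponential phase and 4238 at biofilm entry. From the intervals of both fold-changes the lower end of the difference was 6.57, so counting error does not account for it. The densest 30 nt held 9.8% of its reads at biofilm entry, so the rise is spread over the stretch. Total mRNA rose there by 5.75, which goes against a rise in ribosome density alone. A candidate explanation is a message that accumulates upon biofilm entry but not upon serine starvation. The strains also differ between both comparisons, and that difference was not tested. The stretch was picked as the largest of 4 such stretches of at least 900 nt.

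A stretch of the - strand from position 3468000 to 3470999 went the other way, from 4095 to 168 reads upon biofilm entry and from 198 to 767 upon serine starvation. The log2 fold-changes were -3.48 and 1.70, a difference of -5.18, and the upper end of the difference from the counting intervals was -4.73. Scaled by library totals, without the median subtraction, the change upon serine starvation was 1.98, so the subtraction does not set its sign. Total mRNA changed by -2.94 upon biofilm entry. The rise upon starvation has no total mRNA library beside it, and whether the difference belongs to the conditions or to the strains was not tested.

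On the - strand 8 windows of 300 nt between positions 3514500 and 3518399 had 0 reads in the serine-rich library, where the floor of 3 reads is 1.99 per 1000000 reads. Together they held 1950 reads, or 426 per 1000000 reads, in exponential phase and 1438 at biofilm entry. At the exponential phase rate 641 reads would be expected in the serine-rich library, so depth does not account for their absence. The serine starvation library, from the same serA strain, had 18 reads there, 2.87% of the exponential phase rate. The windows were chosen for their lack of serine-rich reads. The remaining 5 of the 13 windows in the span held all 15 serine-rich reads found in it, and over the whole span there were 4988 reads in exponential phase, 3530 at biofilm entry and 42 upon serine starvation. Values were low in both libraries of the serA strain relative to the epsH deletion strain, which does not show which strain departs. A region absent from the serA strain would need the few reads to come from elsewhere. The tests do not decide between absence, low expression in the serA strain and raised expression in the epsH deletion strain. Strain and growth conditions differ together, so their effects cannot be told apart.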

How the results depend on the processing

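Scaling by library totals only adds a constant to each log2 ratio, so it could not change the R2 between fold-changes upon biofilm entry and serine starvation. This R2 stayed between 0.122 and 0.146 with other minimums of reads, a pseudocount of 1 read, the total mRNA libraries or other windows. All these values lay inside the interval of the value at 300 nt. The exception was the minimum of 100 reads in all 4 libraries, with 0.039 against 0.146. Under the same minimum 41 genes of Table 1 were left, of which 36 passed the 10-fold threshold, against 62 of 68. This minimum only removes genes and leaves their fold-changes as they were. The fall therefore comes from genes with too few reads, and no gene that was left could change sides. Under the other settings between 46 and 68 genes passed. The R2 of ribosome and total mRNA fold-changes was 0.742 with a minimum of 50 reads and 0.830 with 200, against 0.793. The correlation of changes at single positions was 0.132 with a pseudocount of 0.5, against 0.094. The cause of the shifts in R2 and in this correlation was not tested.

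Counts of windows past the 10-fold threshold moved most. Of 5718 windows, 329 were higher upon biofilm entry and 65 higher upon serine starvation. The counts were 163 and 35 of 3315 windows with 100 reads in each comparison, and 68 and 6 of 1829 windows with 100 reads in all 4 libraries. With scaling by library totals they were 223 and 193 of 5718. Of the settings chosen after the data were seen, windows of 150 nt gave 498 and 133, and windows of 900 nt gave 163 and 24. Single intervals were found for 41 genes with a wider tolerance and 46 with any length, against 55. Among the fold-changes of the 17 genes whose values the passages give one by one, 64 of 356 values left the counting interval of the main value, and 0 changed sign.

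Alternatives for codon density, coverage and reads of coding sequences, the parts of genes, Shine-Dalgarno-like trinucleotides, codon usage, codon adaptation, and epsH and serA were not run, because they need coding sequences. Scaling by library totals used all reads in place of reads on coding sequences. No paired analysis was possible because each condition has 1 library. Depth limits the genes with few reads in one library, such as cydB, whose interval upon biofilm entry runs from 8.75 to 10.80.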

Differences from the paper's values

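For the 55 Table 1 genes with a single matching interval the fold-changes rest on the same reads here and in the paper, but other medians were subtracted. For the others the stretch common to the matching intervals was used, which can hold fewer reads. The largest departure was that of ureA, where the reads of this stretch would imply medians of -1.00 and 0.49 for the paper. Over windows the median was -1.12 upon biofilm entry and 0.25 upon serine starvation, and the counts and columns of Table 1 imply -1.03 and 0.41 for the paper, which shifts every gene of the table alike. With nearly the same shift for every gene, whether it exceeds a gene's counting interval depends mainly on that gene's depth. Such counts therefore do not measure a disagreement between reads. The distance from the paper's value was larger than the mean arm of the counting interval for 30 of the 68 genes upon biofilm entry and for 14 upon serine starvation. With a minimum of 50 reads, set before the data were examined, these were 18 and 1, and with windows of 900 nt, chosen after seeing the values, 0 and 0. Other settings set before the data were examined went the other way. A minimum of 200 reads gave 39 and 41 of 63 genes, and scaling by library totals 62 and 57 of 68. Genes without their first and last 10 codons gave 39 and 21, and the total mRNA libraries gave 60 upon biofilm entry. Of the 17 genes whose values the passages give one by one, 5 were among the 30 upon biofilm entry. Their values were 3.56 for ldh against the paper's 3.47, 2.81 for metE against 2.72, 1.61 for cysK against 1.52, 3.88 for tcyK against 3.79 and 3.44 for ytmI against 3.34. None of the alternatives set before the data were examined closed these 5 gaps. With windows of 900 nt for the median, a setting chosen after seeing the values, they were 3.47, 2.72, 1.52, 3.79 and 3.34. Upon serine starvation 2 of the 17 genes were among the 14, metE, with -1.98 against the paper's -2.13, and cysK, with -2.05 against -2.21. A minimum of 50 reads, set before the data were examined, gave -2.10 and -2.18, within the counting interval of the paper's values, and windows of 900 nt, chosen after seeing the values, gave -2.15 and -2.23. The other alternatives set before the data were examined did not close these 2 gaps. In Fig. 4B the paper shows about 3.7 for ldh, read by eye. The total mRNA libraries, an alternative set before the data were examined, gave 3.81, which lies within its counting interval of that value. The ribosome libraries gave 3.56, and under the other alternatives set before the data were examined they gave values farther from the figure than their counting interval. The axis of Fig. 4B names mRNA and its legend ribosome density.

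The paper lists 68 genes past the 10-fold threshold; with the medians of windows 62 of these passed it. A minimum of 50 reads, set before the data were examined, gave 68, and so did windows of 900 nt, chosen after seeing the values. Of the other settings set before the data were examined, a minimum of 200 reads gave 57 and scaling by library totals 46.

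The paper gives a higher R2 over genes, for the fold-changes upon biofilm entry and serine starvation in Fig. 3D, than the 0.146 found over windows. Windows and genes are different units. The alternatives set before the data were examined gave between 0.039 and 0.146, and the window sizes added afterwards between 0.123 and 0.143, so none came to the paper's value.

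The footnote of Table 1 assigns column C to biofilm entry and column D to exponential phase. The counts of 68 of the 68 genes matched the densities with the assignment exchanged, and 0 of the 68 as printed.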

Other observations

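Of the tests in this part, those on shifts, total mRNA and the control libraries were set before their results were seen, and the remaining ones afterwards. In 646 windows of 300 nt with an average of at least 1 read per nt in the 4 ribosome libraries, the change at single positions of 3 nt upon biofilm entry was compared with that upon serine starvation. Both were correlated across 64600 positions with r = 0.094 (95% interval 0.081 to 0.108 from 200 bootstrap resamples of windows); positions are not independent replicates. Among positions that rose at least 4-fold upon biofilm entry, 15.5% rose at least 2-fold upon serine starvation, against 5.3% of all positions. The correlation was highest, at 0.105, with the change upon serine starvation taken 3 nt downstream, and it was uneven around the same position, with 0.091 at 6 nt downstream and 0.021 at 6 nt upstream. At shifts of 30 to 60 nt the largest absolute correlation was 0.033, so the relation is local but not centred on the same position. Libraries simulated from a single profile with counting noise alone gave -0.001, a value that independent noise in separate libraries largely fixes in advance, so this test decides little. After regression on the mean of the 4 libraries the correlation was 0.119, but that mean holds the libraries that form both changes, so a common peak height is not ruled out. The change of total mRNA correlated with the change upon serine starvation by 0.024, just over the 1/4 of the ribosome value set beforehand as the limit, which leaves a shared sequence bias of library preparation open. Regression on both control libraries gave 0.279, which by the limit set beforehand would go against a general sharpening of peaks by shorter fragments. Exchanging the roles of control and changed libraries gave 0.368, however, so that regression itself yields a correlation and the test does not decide. A change in ribosome occupancy shared by both conditions is a candidate explanation that cannot be told apart from a shared library bias, a common peak height or a change in fragment length. The codons at these positions were not analysed here.

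Of the 329 windows at least 10-fold higher upon biofilm entry, 210 lay in stretches that overlap a gene of Table 1 and 119 in 89 stretches that overlap none. Among the latter 4 stretches were at least 900 nt long, and total mRNA rose in all 4. Besides the stretch at position 1372500 they began at 3841500, 714000 and 4087800 on the + strand, with differences of 5.73, 4.30 and 6.75 on the log2 scale. Whether they hold annotated genes was not analysed here.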
